# Induction of Ovarian Primordial Follicle Assembly by Connective Tissue Growth Factor CTGF

**DOI:** 10.1371/journal.pone.0012979

**Published:** 2010-09-24

**Authors:** Ryan Schindler, Eric Nilsson, Michael K. Skinner

## Abstract

Primordial follicle assembly is a process that occurs when oocyte nests break down to form individual primordial follicles. The size of this initial pool of primordial follicles in part determines the reproductive lifespan of the female. Connective tissue growth factor (CTGF) was identified as a potential regulatory candidate for this process in a previous microarray analysis of follicle development. The current study examines the effects of CTGF and associated transforming growth factor beta 1 (TGFβ-1) on follicle assembly. Ovaries were removed from newborn rat pups and placed in an organ culture system. The ovaries treated with CTGF for two days were found to have an increased proportion of assembled follicles. CTGF was found to regulate the ovarian transcriptome during primordial follicle assembly and an integrative network of genes was identified. TGFβ-1 had no effect on primordial follicle assembly and in combination with CTGF decreased oocyte number in the ovary after two days of culture. Over ten days of treatment only the combined treatment of CTGF and TGFβ-1 was found to cause an increase in the proportion of assembled follicles. Interestingly, treatment with TGFβ-1 alone resulted in fewer total oocytes in the ovary and decreased the primordial follicle pool size after ten days of culture. Observations indicate that CTGF alone or in combination with TGFβ-1 stimulates primordial follicle assembly and TGFβ-1 can decrease the primordial follicle pool size. These observations suggest the possibility of manipulating primordial follicle pool size and influencing female reproductive lifespan.

## Introduction

Oocytes in newborn rodents are present in ‘nests’ that are composed of many adjacent oocytes with no intervening cells. Follicle assembly occurs in the first few days after birth in rodents. In humans, follicle assembly begins during mid-gestation near week 18 and continues into the third trimester [1], [2]. During the developmental process of follicle assembly primordial follicles are formed from oocyte nests [3], [4], [5], [6], [7]. The reproductive lifespan of a female is determined in part by the size of the primordial follicle pool generated [8]. Initially in the embryonic ovary oogonia undergo mitotic proliferation and then enter the first meiotic division to become oocytes. These unassembled oocytes are present directly adjacent to one another in nest structures which are surrounded by somatic cells (i.e. precursor granulosa cells) [3], [4], [5], [6], [7], [9]. The process of follicle assembly results in the breakdown of oocyte nests, due partially to apoptotic cell death of many of the oocytes. Somatic cells move into the nests and intersperse between the remaining oocytes [10], [11], [12]. An oocyte must be surrounded by an adequate number of pre-granulosa cells to form a primordial follicle [13], [14], [15]. The primordial follicles formed constitute a pool of follicles having oocytes arrested in prophase I of meiosis [3], [4], [5], [6]. Primordial follicles gradually leave the arrested pool by undergoing the primordial to primary follicle transition. After transition follicles as they grow either undergo apoptosis/atresia or the follicles ovulate. In humans, when the pool of follicles is depleted reproduction ceases and women enter menopause [16], [17], [18], [19], [20]. Some studies have suggested the possibility that new follicles with oocytes may form in adulthood [21], [22], [23], but the preponderance of literature suggests that a defined and finite pool of primordial follicles exists [24]. It is possible that if the size of the follicle pool could be manipulated the reproductive capacity and fertile lifespan of the organism may change.

Although several signal transduction and transcription factors have been shown to influence the primordial follicle pool [25], [26], [27], [28], [29], few extracellular signaling factors have been shown to have an effect on ovarian follicle assembly. Treatment of neonatal mice with activin resulted in an increase in the initial pool size [30]. It has been shown that both estrogen and progesterone slow the rate of follicle assembly [31]. This study also demonstrated that progesterone acts at least in part through an inhibition of oocyte apoptosis. Previous studies have demonstrated that apoptosis of oocytes is part of follicle assembly [9], [32]. The actions of progesterone were later found to be inhibited by tumour necrosis factor-alpha (TNFα) [33]. TNFα did not have an effect on the rate or percentage of assembled follicles, but promoted the apoptosis of oocytes. TNFα was found to block the inhibitory actions of progesterone and promote normal primordial follicle assembly [33]. Analysis of the inhibitory actions of progesterone on follicle assembly using a microarray analysis of the ovarian transcriptome demonstrated that progesterone promoted a dramatic up-regulation of connective tissue growth factor (CTGF), as well as an increase in the TGFβ family member TGFβ-3 [33].

The current study was designed to investigate the role of CTGF in primordial follicle assembly due to its altered gene expression during this process [33], [34]. Connective tissue growth factor (CTGF) has been shown to be expressed by multiple cell types and to have numerous functions. CTGF is well known for its roles in tissue remodeling [35] and extra-cellular-matrix formation [36]. Tissue remodeling and extracellular matrix are important for follicular development [37]. CTGF is the most studied member of the CCN family of proteins, which is composed of cysteine-rich protein 61 (CYR61, CCN1), CTGF (CCN2), nephroblastoma overexpressed gene (NOV, CCN3), and Wnt-inducible secreted proteins 1–3 (WISP-1, WISP-2, WISP-3), which are also known as CCN4 through CCN6 [38]. CTGF mRNA has been shown to be present in ovaries in pre-antral to preovulatory follicles in both rats and pigs [39], [40]. CTGF and transforming growth factor-beta (TGFβ-1) have been shown to modify the functions of each other. For instance, CTGF regulates connective tissue fibroblasts [41] and vascular smooth muscle cells [42] through a modulation of TGFβ-1 actions.

Transforming growth factor beta-one (TGFβ-1) has been shown to be present in both rat and human ovaries during follicle assembly [43], [44]. TGFβ-1, TGFβ-2, and TGFβ-3 are known to be expressed throughout adulthood in ovarian follicles. TGFβs have been shown to stimulate oocyte meiotic maturation in pubertal 23–25 day old rats [45]. In humans, TGFβ-1 has been localized primarily to oocytes during the period from 18–22 weeks of gestation [44]. In contrast, in 1–3 day old rats, TGFβ-1 has been localized primarily to granulosa cells [43]. The role of TGFβ-1 in neonatal ovary development has not been determined.

The present study is designed to determine if CTGF and/or TGFβ-1 affect the process of follicle assembly or alter primordial pool size. Since the expression of CTGF changes during follicle assembly, as shown in recent microarray studies [33], [34], the functional role of CTGF was investigated. Interestingly, CTGF was found to induce primordial follicle assembly while TGFβ reduced primordial follicle pool size.

## Materials and Methods

### Histology and Organ Cultures

Harlan Sprague-Dawley rats from Washington State University breeder colonies were used in this study. Female rat pups (<8 hours old) were euthanized and their ovaries were dissected. All procedures were approved by the Washington State University Animal Use and Care Committee (IACUC approval # 02568-014). Whole ovaries were cultured as previously described [46] on floating filters (.4 µm Millicell-CM, Millipore, Bedford, MD, USA) in .5 ml Dulbecco's modified Eagle's medium (DMEM)-Ham's F-12 medium (1∶1, vol/vol) containing 0.1% BSA (Sigma), 0.1% Albumax (Gibco BRL, Gaithersburg, MD, USA), 27.5 µg/ml transferrin, and 0.05 mg/ml L-ascorbic acid (Sigma) in a four-well culture plate (Nunc plate, Applied Scientific, South San Francisco, CA, USA) for two or ten days. The medium was supplemented with penicillin and streptomycin to prevent bacterial contamination. Ovaries were randomly assigned to treatment groups, with 1–3 ovaries per floating filter. Wells were treated every two days with recombinant connective tissue growth factor (CTGF) (Peprotech, Rocky Hill, NJ, USA) at 500 ng/ml, transforming growth factor beta 1 (TGFβ-1) (R&D Systems, Minneapolis, MN, USA) at 50 ng/ml, a combination of both CTGF and TGFβ-1, or progesterone (P_4_) (Sigma) at 10^−6^ M. After culture, ovaries were fixed in Bouin's fixative (Sigma) for two hours. Ovaries were then embedded in paraffin, sectioned at 3 µm and stained with hematoxylin/eosin for use in morphological analysis.

### Morphological Analysis

The number of oocytes at each developmental stage was counted and the number for each developmental stage was averaged across two consecutive sections that had the largest ovarian cross section. The oocyte nucleus had to be visible for an oocyte to be counted. Normally, between 100 and 300 oocytes were present in each cross-section. Oocytes were microscopically examined and were classified as being not yet assembled into follicles (i.e. the oocyte was part of an unassembled oocyte nest), as primordial (stage 0) or as one of the developing pre-antral stages (stages 1–4) as described previously [31], [47]. Unassembled oocytes are recognized from being grouped together without any intervening stromal cells. As assembly occurs, the surrounding pre-granulosa cells and the developing basement membrane around the follicle provide a more distinct and visible division of one oocyte from another. Primordial follicles consist of an oocyte partially or completely surrounded by a single layer of squamous pre-granulosa cells. Developing (stages 1–4) follicles contain successively more cuboidal granulosa cells in layers around the oocyte [4], [5], [46], [47]. Total oocyte numbers per ovarian cross-section were divided by the area (mm^2^) of the cross-section to account for any differences in ovary size between individuals.

### Apoptosis Assay

The degree of oocyte atresia (*i.e.* apoptosis) was measured with the *in situ* cell death detection kit (Roche Applied Science, Indianapolis, IN). Briefly, neonatal ovaries were cultured for 2 days, at which time follicular assembly is readily observed. Then cultured ovaries were fixed, embedded in paraffin, and sectioned. Paraffin embedded slides were then treated as per instructions in the apoptosis detection kit. Use of terminal deoxynucleotidyl transferase-mediated deoxyuridine triphosphate nick end-labeling (TUNEL) *in situ* caused polymerization of fluorescein-labeled nucleotides to the free 3′ ends of DNA that had been cleaved during apoptosis. Therefore, fluorescein-stained cellular nuclei had multiple breaks in their DNA and were undergoing apoptosis at the time of fixation.

### Immunohistochemistry

Ovary sections from cultured postnatal day 0 (P0) ovaries (cultured for 2 days) were immunostained as described previously [48], for the presence of CTGF using anti-CTGF primary antibody (anti-CTGF rabbit IgG, 1 µg/ml; Santa Cruz Biotechnology, Santa Cruz, CA, USA). Briefly, 3 µm sections were deparaffinized, rehydrated through a graded ethanol series, boiled in 10 mM sodium citrate buffer, quenched in 3% hydrogen peroxide/20% methanol and 0.1% Triton-X solution, and then blocked with 10% goat serum (normal goat serum; Vector Laboratories Inc., Burlingame, CA, USA) for 20 min prior to incubation with 1 µg/ml CTGF antibody (R&D Systems) for 12 h at 4°C. The sections were then washed with PBS and incubated with 1∶300 diluted biotinylated secondary antibody for 45 min (goat anti-rabbit IgG; Vector Laboratories Inc.), washed again, and incubated with streptavidin peroxidase (Zymed, San Francisco, CA, USA) prior to color development with a DAB peroxidase substrate kit (Vector Laboratories Inc). Following development, the sections were dehydrated, coverslips mounted with xylene-based medium (Cytoseal-XYL; Richard Allan Scientific, Kalamazoo, MI, USA), and analyzed at 200×, 400×, and 1000× magnification using light microscope. Negative control experiments were performed using a non-specific primary antibody at 1 µg/ml (rabbit IgG; Sigma) and a negative control of an irrelevant anti-SRY antibody at 1 µg/ml (anti-SRY rabbit IgG, 1 µg/ml; Santa Cruz Biotechnology, Santa Cruz, USA).

### RNA isolation and purification

Samples of 2–3 pooled control on treated ovaries were stored in TRIZOL (Invitrogen) at –80°C until RNA extraction following the manufacturer's protocol. High quality RNA samples were assessed with gel electrophoresis and required a minimum OD_260/280_ ratio of 1.8. Three samples each of control and treated ovaries were applied to microarrays.

### Microarray Analysis

mRNA processing and hybridization were performed at Genomics Core Laboratory, Center for Reproductive Biology, Washington State University, Pullman, WA using standard Affymetrix reagents and protocol. Briefly, mRNA was transcribed into cDNA with random primers, from the later, cRNA was transcribed, and from that, single-stranded sense DNA was synthesized which was fragmented and labeled with biotin. Biotin-labeled fragmented ssDNA was then hybridized to the Rat Gene 1.0 ST microarrays containing more than 27,000 transcripts (Affymetrix, Santa Clara, CA, USA). Hybridized chips were scanned on Affymetrix Scanner 3000. CEL files containing raw data were then pre-processed and analyzed with Partek Genomic Suite 6.5 beta software (Partek Incorporated, St. Louis, MO) using RMA, GC-content adjusted algorithm. The signals from 11 probe sets for each transcript were combined to give a single value. Lists of differentially expressed genes treatment were generated using following cut off criteria: signal ratio Control/Treatment >1.20 or <0.83, mean difference for un-logged signals between control and treatment >10, t-test p-values <0.05. p-values were generated in 2-way ANOVA, blocking for organ culture date batch effects.

CEL files (MIAME compliant raw data) from this study have been deposited with the NCBI gene expression and hybridization array data repository (GEO, http://www.ncbi.nlm.nih.gov/geo, #GSE22096) and can be also accessed through www.skinner.wsu.edu. For genes annotation, Affymetrix annotation file RaGene1_0stv1.na30.rn4.transcript.csv was used unless otherwise specified. Generation of affected KEGG pathways (Kyoto Encyclopedia for Genes and Genome, Kyoto University, Japan) used Pathway-Express, a web-based tool freely available as part of the Onto-Tools (http://vortex.cs.wayne.edu) [49].

Previous studies have demonstrated that microarray data are validated with quantitative PCR data [34], [50]. Due to the presence of 11 different oligonucleotide sets for each specific gene being used on the microarray versus only a single primer set for a gene in a quantitative PCR, the microarray is more effective at eliminating false positive or negative data and provides a more robust quantification of changes in gene expression.

### Statistical Analysis

Treatment groups are compared using analysis of variance (ANOVA) followed by comparative t-tests where appropriate. Groups were considered statistically significant with P≤0.05. All statistics were calculated using GraphPad Prism version 5.0b for Macintosh, GraphPad Software, San Diego, CA, USA.

## Results

Data from a previous microarray and ovarian transcriptome analysis demonstrated the relative expression of TGFβ-1, 2, and 3 were highest in unassembled oocytes [34]. The inhibitory actions of progesterone on primordial follicle assembly was found to coincide with a dramatic increase in CTGF gene expression [33]. CTGF and TGFβ-3 are secreted growth factors that showed a stimulation by progesterone during follicle assembly. TGFβ-3 and TGFβ-1 bind to the same receptor, but only TGFβ-1 was commercially available. Therefore, CTGF and TGFβ-1 were selected as candidates to investigate experimentally as being involved in the regulation of primordial follicle assembly.

The 0-day old rat ovary is composed almost entirely of nests of unassembled oocytes (Figure 1A). In the rodent by 4 days of age the follicle assembly process is in large part completed, and the oocytes have assembled into primordial follicles (Figure 1B, 1C). Therefore, the ovaries can be caught in an intermediate stage of assembly by using 0 day ovaries and culturing for 2 days. Ovaries from newborn 0-day-old rat pups were placed onto a floating filter organ culture system and treated with either 50 ng/ml transforming growth factor beta one (TGFβ-1), or 500ng/ml connective tissue growth factor (CTGF), or a combination of TGFβ-1 and CTGF, or 10^−6^M progesterone (P_4_), or were left untreated as controls. After two days of culture, the ovaries were fixed, sectioned and stained for morphological analysis. The relative proportion of assembled follicles was compared across treatment groups (Figure 2A). Treatment with CTGF was found to significantly increase the percentage of assembled follicles. As seen in previous studies [31], progesterone decreased the proportion of assembled follicles over 2 days. Response to progesterone was used as a positive control for these experiments. TGFβ-1 had no effect alone. The combined treatment of CTGF and TGFβ-1 was not different from CTGF alone. Observations indicate the presence of TGFβ-1 did not have a direct effect on the percentage of assembled follicles (Figure 2A).

**Figure 1:**
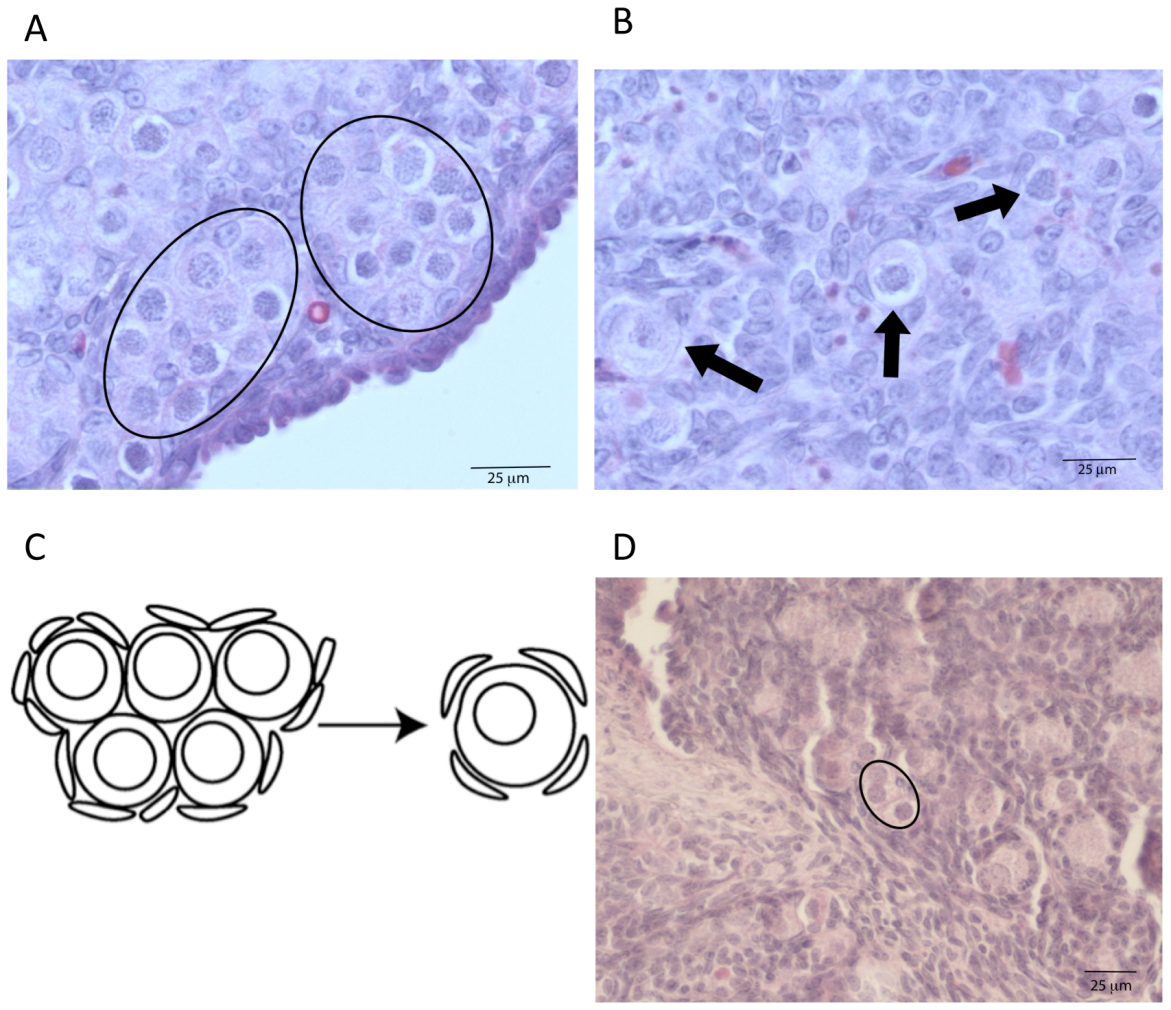
Follicle assembly in rat ovaries begins just after birth. Oocytes are initially present only in nests, with few or no intervening cells, (A) and the left half of (C). The circle outlines in (A) indicate the locations of two nests. Follicle assembly results in many of these oocytes undergoing apoptosis with the surviving oocytes developing into primordial follicles, indicated with arrows, (B) and the right half of (C). (A) P-0 ovary. (B) P-0 ovary after culture for 2 days. (D) shows a zero day ovary that has been cultured for ten days and has much smaller nests that contain fewer oocytes, indicated in circle.

**Figure 2:**
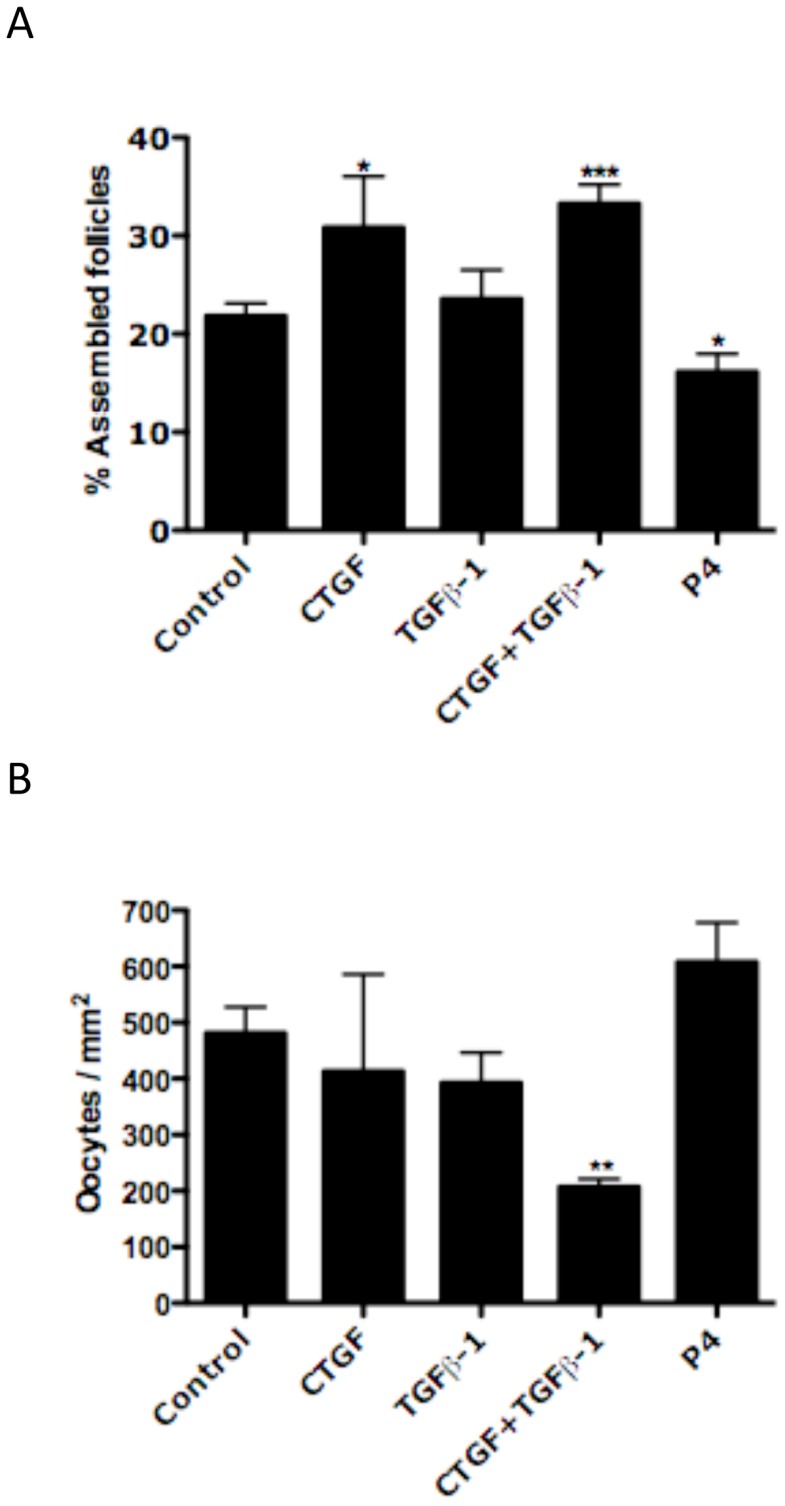
Effect of CTGF and TGFβ-1 treatment on follicle assembly in 0-day-old ovaries cultured for two days. (A) Effect of CTGF, TGFβ-1 and progesterone (P_4_) treatment on follicle assembly. Data are presented as the percentage of assembled oocytes (mean ± S.E.M.) pooled from eleven separate experiments (n = 4–16 per treatment group). One-way ANOVA showed a significant (P<0.005) effect of treatment. Bars with asterisks indicate the P-value in comparative pooled t-test vs. the control group. (*)P≤0.05 and (***)P≤0.001. (B) Effect of CTGF and TGFβ-1 treatment on oocyte density in ovaries cultured for two days. The total number of oocytes in each section was divided by the cross-sectional area of that ovary. Data are presented as the oocytes per square millimeter (mm^2^) (mean ± S.E.M.) pooled from eleven separate experiments (n = 4–16 per treatment group). One-way ANOVA showed a significant (P<0.05) effect of treatment. Bars with asterisks indicate the P-value in comparative pooled t-test vs. the control group. (**)P≤0.01.

For each ovary section counted the cross sectional area was determined using ImageJ [51]. The total number of oocytes in each ovary was normalized by its area (mm^2^) and the oocyte density for each ovary compared between treatment groups (Figure 2B). There was no difference in ovarian cross-sectional area between treatment groups (data not shown). Interestingly, the combined CTGF and TGFβ-1 treatment significantly decreased the oocyte density compared to controls. No other treatment groups had any significant effect. Therefore, the combination of CTGF and TGFβ-1 appeared to decrease the initial oocyte cohort/pool in the ovary after two days of culture.

Oocyte apoptosis was investigated since the primordial follicle assembly process involves programmed cell death of the oocytes. The level of apoptosis was measured with TUNEL assays of DNA fragmentation. The number of apoptotic oocytes per section for each treatment group were compared (Figure 3). No significant alteration in oocyte apoptosis was observed in any treatment group. Therefore, the actions of CTGF did not appear to involve altered oocyte apoptosis at 2 days of culture.

**Figure 3:**
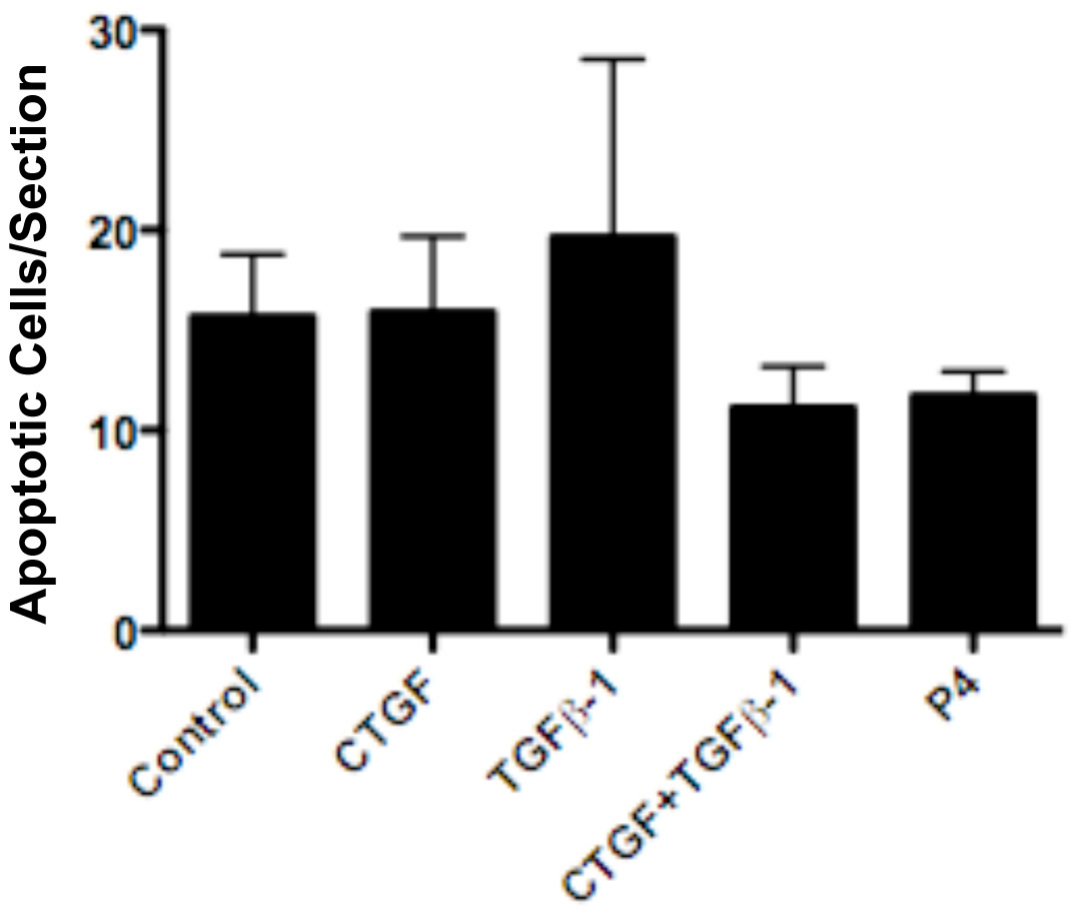
Effect of CTGF, TGFβ-1 and progesterone (P_4_) treatments on oocyte apoptosis in ovaries cultured for two days. After culture ovaries were fixed, sectioned and an apoptosis assay (TUNEL) performed on the sections. Data are presented as the number of apoptotic cells per cross section (mean ± S.E.M.) pooled from four separate experiments (n = 4–12 per treatment group). One-way ANOVA showed no significant (P = .6746) effect of treatment.

The effects of the growth factors on the primordial follicle pool size used a 10-day ovary culture system. The combined treatment of CTGF and TGFβ-1 was found to increase the proportion of assembled primordial follicles and decrease the proportion of unassembled follicles (Figure 4B and 4C). Progesterone (P_4_) was found to decrease the percentage of assembled and developed follicles (Figure 4A and 4B) and increase the percentage of unassembled follicles compared to controls (Figure 4C). The unassembled follicles present were small clusters of 2–3 oocytes as shown in Figure 1D. The oocyte density and ovarian cross-sectional area in each ovary were compared across treatments (Figure 5). The TGFβ-1 treatment group showed a significant decrease in the number of oocytes (Figure 5A). In contrast, the total ovary section area (i.e. size) was not affected by any treatment (Figure 5B). The effects of P_4_ and CTGF on the 10-day cultures appeared to be due to altered unassembled follicle populations and not a change in pool size. However, the effects of TGFβ1 alone appears to be due to a reduced follicle pool size.

**Figure 4:**
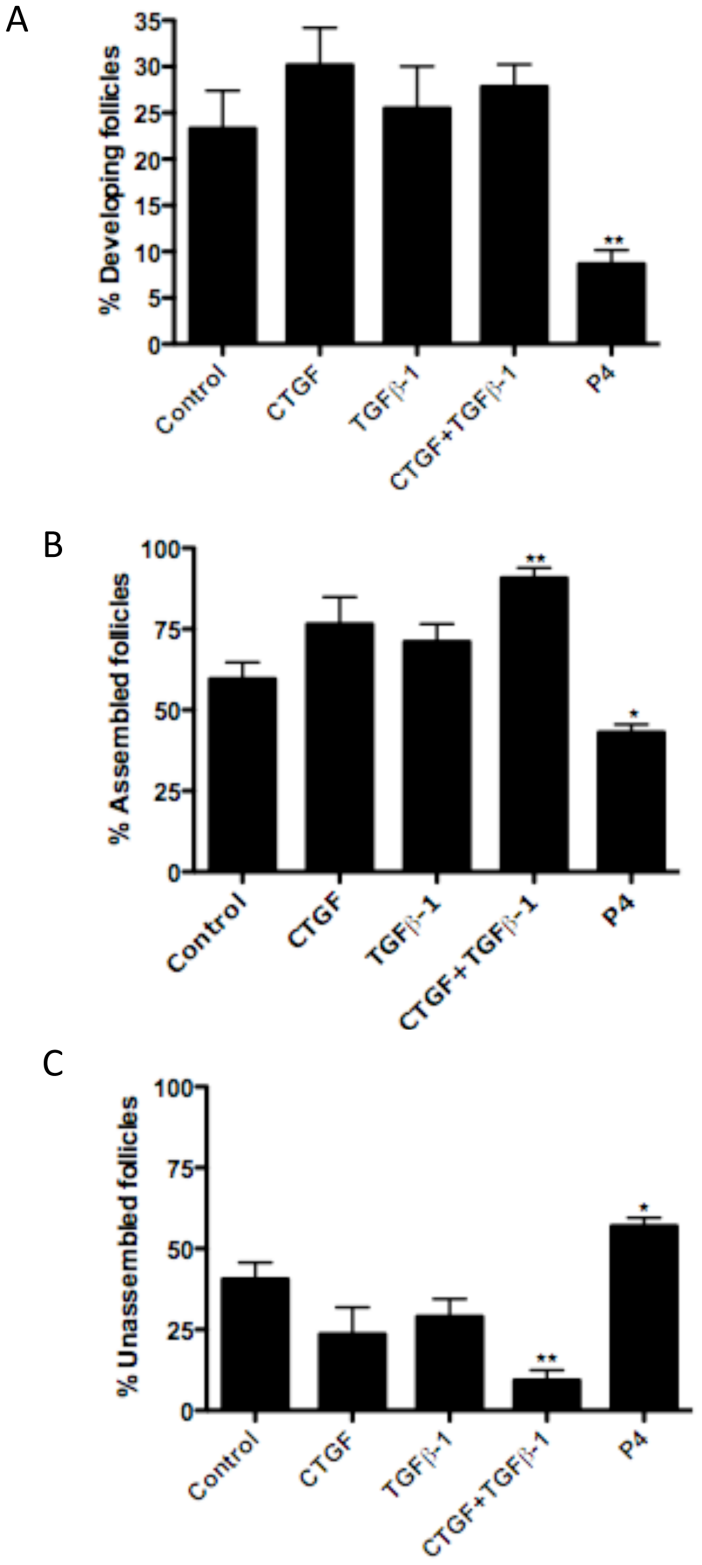
Effect of CTGF and TGFβ-1 treatments on follicle assembly in ovaries cultured for ten days. Data are presented as the percentage of (A) developing follicles (i.e. those that have undergone follicle transition), (B) assembled follicles (which include developing follicles), and (C) unassembled follicles (mean ± S.E.M.) pooled from six separate experiments (n = 6–13 per treatment group). One-way ANOVA showed a significant (P<0.05) effect of treatment. Bars with asterisks indicate the P-value in comparative pooled t-test vs. the control group. (*)P<0.05, (**)P<0.01.

**Figure 5:**
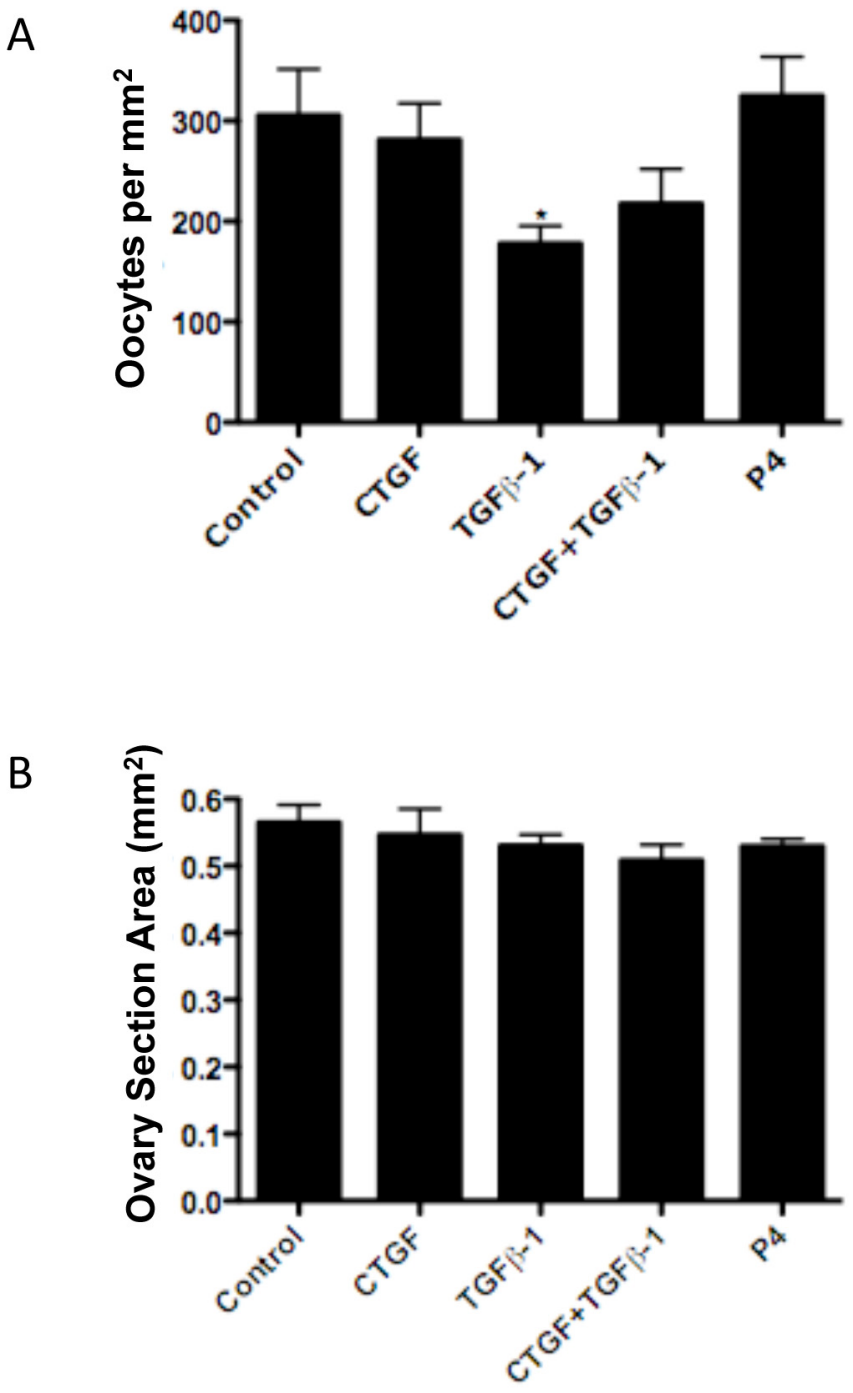
Effect of CTGF, TGFβ-1 and progesterone (P_4_) treatment on follicle assembly in ovaries cultured for ten days. Data area presented as (A) the total number of oocytes per cross sectional area (mm^2^) or (B) total cross sectional area (mm^2^) (mean ± S.E.M.) pooled from six separate experiments (n = 6–13 per treatment group). One-way ANOVA showed a significant (P<0.05) effect of treatments in (A). Bars with asterisks indicate the P-value in comparative pooled t-test vs. the control group.

Immunohistochemistry was performed on untreated P0 ovaries that had been cultured for two days to determine where CTGF was localized (Figure 6). CTGF was localized to the basement membranes of both nests and more developed follicles. As ovaries in culture undergo growth and development it is expected that the cell type distribution of ligand and receptor will be similar to that *in vivo* [39], [40]. Therefore CTGF appears to be localized to basement membranes and expressed throughout the ovary. Neither use of non-specific IgG as a primary antibody nor an irrelevant anti-SRY antibody resulted in any specific staining in the ovary.

**Figure 6:**
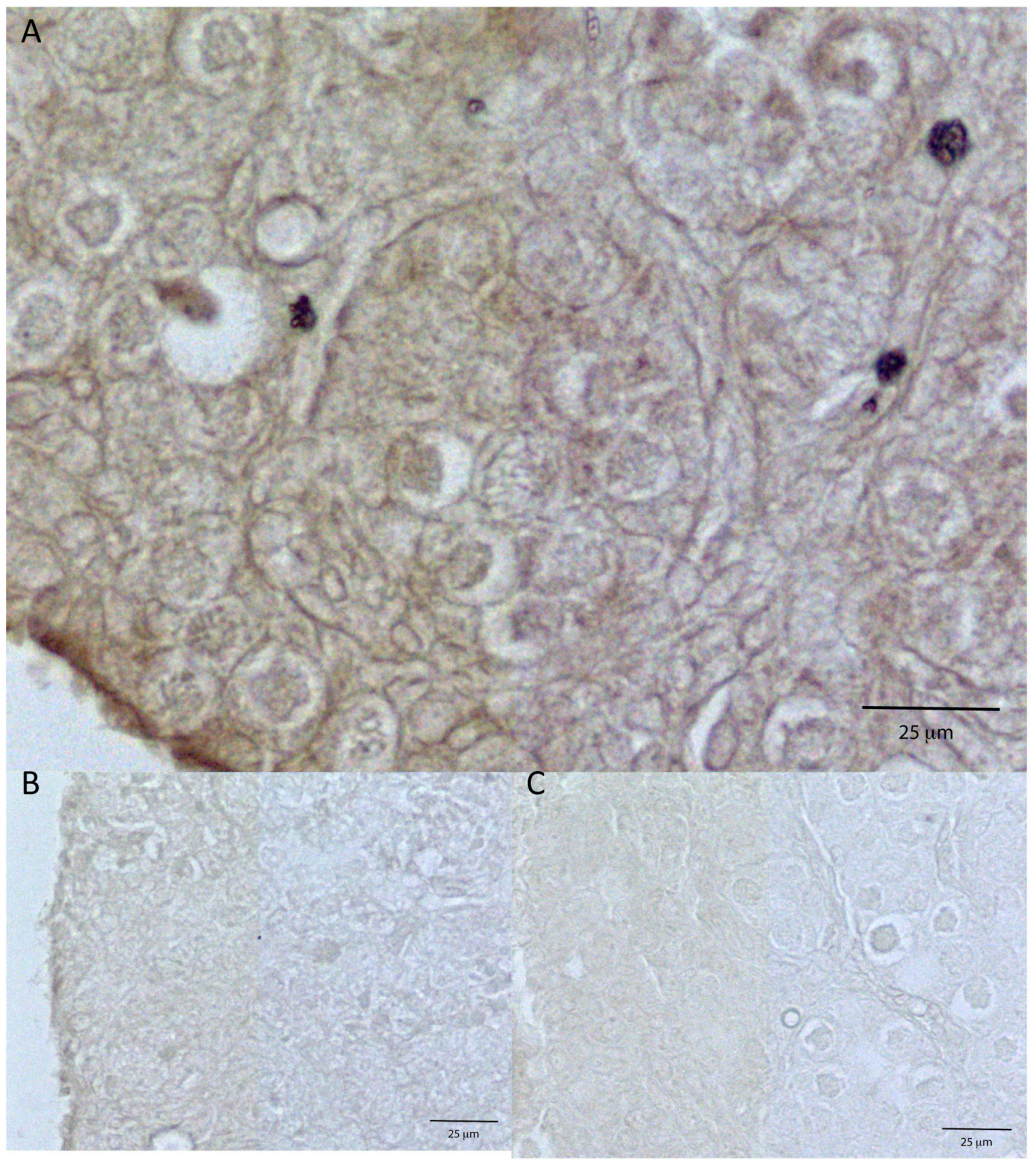
Localization of CTGF in cultured ovaries. Ovaries were dissected from zero day old rat pups and cultured for two days. Immunohistochemistry was performed on ovary sections. Only untreated ovaries were selected for this procedure. The primary antibodies used were anti-CTGF (A), negative control non-specific goat IgG (B), and negative control anti-SRY IgG (C).

The molecular actions of CTGF on primordial follicle assembly were investigated with a microarray analysis of the ovarian transcriptome. 

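The array data were collected from 6 samples of cultured newborn rat ovaries, 3 control and 3 treated with CTGF at 500 ng/ml for 24 h. Each sample was a pool of 2 to 3 ovaries from 0-day-old pups, and each of the 3 control samples shared its organ culture batch with 1 CTGF sample. The array measures transcripts with probe sets, and the authors summarized each of the 27342 probe sets to a log2 signal with the RMA method in Partek. The array medians of the deposited values lay between 5.82 and 5.84 and their 75th percentiles between 7.89 and 7.92. These levels were taken after the RMA processing, so they cannot show whether an array stood apart before it. The precision of every value is limited by the number of arrays. A gene symbol was given to 15097 probe sets by the platform annotation, several symbols to 323 and none to 11922, and the last are unnamed here. Tgfbr2, Figla and Nobox, among the genes looked for, had no named probe set. To set a level for background, 47 probe sets of genes of other organs, such as the retina, lens, pancreas, pituitary, kidney, gut and lung, were taken as silent tissue genes. Their median signal was 23.9 and their 95th percentile 48.2, and 53.1% of all probe sets lay above the latter. CTGF and control samples were compared with limma, with the culture batch as a block, because the methods of the paper block for culture date. In the deposited values the mean of the control and the CTGF array was equal in all 3 batches to within 0.005 for every probe set. The SD between arrays of a group therefore leaves out the spread between culture dates, and the test has 2 residual degrees of freedom. This SD follows from the 3 differences between paired arrays alone, so the control and CTGF SDs are not independent measures of spread. It is also smaller than the SD of these differences, for Agxt2 0.107 against 0.208 on the log2 scale. Signals are given un-logged as the mean ± SD of 3 arrays, and log2 fold changes as CTGF minus control. The standard errors are the moderated ones of limma, which also draw on the spread of the other probe sets. They can therefore differ from the spread of a gene's own 3 differences. For Tgfb3 the standard error was 0.063, while the SD of its 3 differences was 0.029.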

Ovaries from newborn 0-day-old rat pups were cultured for 1 day of treatment prior to collection for analysis. Morphological analysis of these ovaries demonstrated negligible effects on follicle morphology and assembly after only 1 day of treatment (data not shown). This allows an analysis of CTGF actions on the ovarian transcriptome independent of morphological changes to the ovary. CTGF was found to alter the expression of 76 genes with 33 having an increase in expression and 43 having a decrease in expression. 

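Agxt2, a mitochondrial aminotransferase, had a signal of 25.6 ± 1.94 (SD, n = 3) in control ovaries and 39.6 ± 2.72 (SD, n = 3) with CTGF, a log2 fold change of 0.63 with a standard error of 0.09, at signals below the 95th percentile of the silent tissue genes. Pdia5, a protein disulfide isomerase of the endoplasmic reticulum, had a log2 fold change of 0.41 (standard error 0.08) and Minpp1, an inositol polyphosphate phosphatase, one of 0.36 (standard error 0.07). On the other side, the signal of the DnaJ family member Dnajc30 was 59.2 ± 2.49 (SD, n = 3) in control ovaries and 42.7 ± 1.79 (SD, n = 3) with CTGF. The signal of Cby1, an antagonist of β-catenin, was 102.3 ± 3.38 (SD, n = 3) without and 80.1 ± 2.60 (SD, n = 3) with CTGF. Of 20 genes with the smallest p of a consistent direction in the 3 batches, the 10 higher ones also included Tsx, Dnaja4 and Spink6, and the 10 lower ones Ly49s6 and Kcne2. Of these 5, Kcne2 alone had a signal above that percentile. Of these 20 genes, 17 were among the 76 of Table S1.
At the study's criteria, with the p from limma, 119 probe sets were called, 52 higher and 67 lower with CTGF, and 30 of them were among the 76. In 20 simulations with no effect, 86 to 123 probe sets met the same criteria. With each array centred on its median, the split was 75 higher and 51 lower. All 76 probe sets had the direction of the paper in all 3 batches, 33 higher and 43 lower, with sizes from 0.26 to 0.67 on the log2 scale. They were chosen on these samples, so this is not independent evidence of their direction, and the same holds for all 76 passing when adjusted over the list alone. After Benjamini-Hochberg adjustment in limma, 0 of the 27342 probe sets passed 0.05 (smallest adjusted p = 0.994). At an unadjusted p under 0.05 limma called 915 probe sets, or 3.35%, where 5% would be 1367, and the methods' 2-way test called 1147, with 0 after adjustment. The methods' 2-way test called 30 probe sets at the study's criteria, 29 of them among the 76, and 68 with no minimum difference, 67 of them among the 76, against 19 to 39 and 35 to 53 in the simulations. With the control and CTGF array of 1 batch exchanged, in turn for the 3 batches, the same test called 38, 70 and 90 probe sets at the study's criteria and 60, 100 and 131 with no minimum difference. With limma the count was 217 with no minimum difference. At the study's criteria the limma count of 119 became 185, 224 and 273 without replicate 1, 2 and 3.

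**Figure D1:**
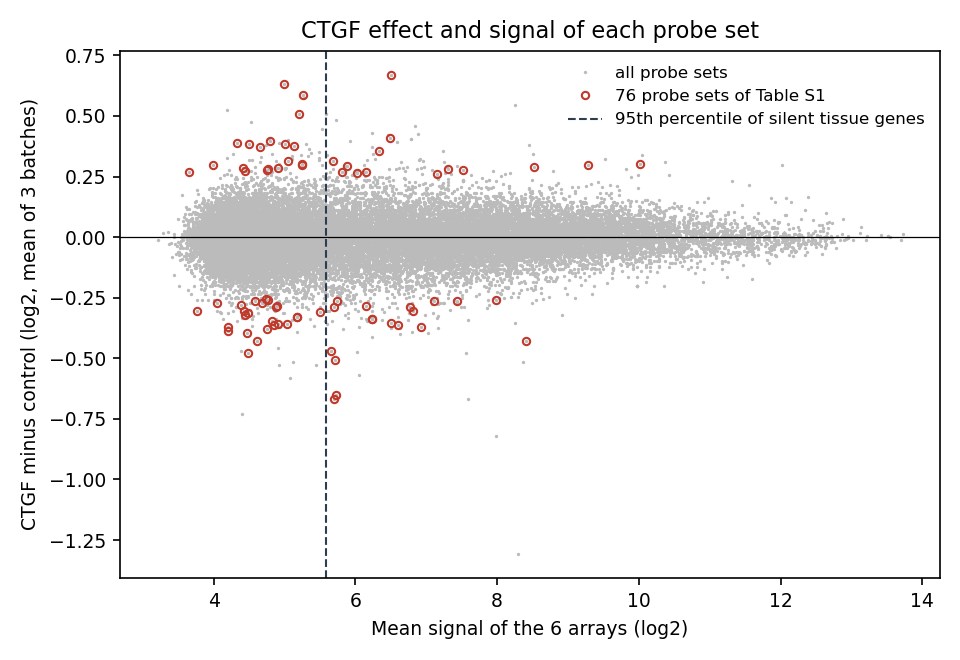
Log2 difference between CTGF and control ovaries (vertical axis, mean of 3 culture batches) against mean log2 signal of the 6 arrays (horizontal axis) for each probe set (grey points). The 76 probe sets of Table S1 (red circles) lie between 0.26 and 0.67 above or below 0, and 44 of them lie at or left of the 95th percentile of the silent tissue genes (dashed line).

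The paper states that morphology was little affected after 1 day of treatment, which lets the transcripts be studied apart from changes in morphology, and from the 76 genes and their network it concludes that insights into the molecular actions of CTGF in follicle assembly are provided.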

A list of these known genes in their appropriate functional categories is presented in Table 1. 

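All 3 genes of the development category were higher with CTGF. Id4, an inhibitor of basic helix-loop-helix transcription factors, had a log2 fold change of 0.29 (standard error 0.06), Tsx one of 0.40 (standard error 0.08) and Vgll1, a cofactor of TEAD transcription factors, one of 0.38 (standard error 0.07). All 3 metabolism genes were higher too, Agxt2, Pdia5 and Ard1b, the last with a signal of 1.20 times control. Of 11 receptors and binding proteins, 5 were higher and 6 lower. Of 5 signaling genes, 2 were higher and 3 lower, and of 4 transcription genes, 2 and 2, with Dnaja4 at 1.24 times control and Hint1, a nucleotide hydrolase, at 0.768 times. In Table S1, which holds more genes than Table 1, the 6 translation and protein modification genes divided into 3 and 3. The only epigenetics gene, Prmt2, a protein arginine methyltransferase, was at 0.833 times control, and Mybpc1, a myosin binding protein, at 0.822 times. The 33 expressed sequence tags of Table S1 were its largest category, 11 higher and 22 lower. The signals of Tsx, Vgll1, Agxt2, Dnaja4 and Hint1 lay below the 95th percentile of the silent tissue genes. Above it lay 1 of the 11 receptors and binding proteins, 3 of the 5 signaling and 1 of the 4 transcription genes. Of the 6 translation genes 3 lay above it, and of the 33 sequence tags 12. The directions of the other members cannot be read above background. All directions given here are those of a list chosen on the same samples, and no member passed when adjusted over all probe sets with limma (adjusted p = 0.994). The median log2 signal of the 76 was 5.18 against 5.83 for all probe sets. Minpp1 has another probe set outside the list, with a log2 fold change of -0.05 (standard error 0.08).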

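Cxcl1, a chemokine that attracts neutrophils, had a signal of 167.0 ± 2.92 (SD, n = 3) in control ovaries and 202.3 ± 4.21 (SD, n = 3) with CTGF. Its log2 fold change was 0.28 (standard error 0.06), with 0.22, 0.28 and 0.33 in the 3 culture batches. Cxcl2, a closely related chemokine, had a signal of 18.9 ± 1.83 (SD, n = 3) in control ovaries and 17.2 ± 1.71 (SD, n = 3) with CTGF. Its log2 fold change was -0.13 (standard error 0.11), with -0.25, -0.34 and 0.19 in the 3 batches, and its signal lay below the median of the silent tissue genes. Among 47 measured chemokine and cytokine genes, 23 were above and 24 below control. Ccl11, which attracts eosinophils, had a log2 fold change of 0.34 (standard error 0.13), with 0.17, 0.11 and 0.75 in the 3 batches. Cx3cl1 had one of 0.31 (standard error 0.12), with 0.54, 0.42 and -0.03, and Ccl21 one of -0.28 (standard error 0.09), with -0.10, -0.26 and -0.48. None of these genes passed with limma (adjusted p = 0.994), and 0 of the 47 passed when adjusted over the list alone. As a group they did not stand apart from other genes (adjusted p = 0.57, limma camera).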

The presence of Cxcl2 suggests this chemokine may also be involved in follicle assembly. 

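The 8 olfactory receptor genes of the study's list had low signals in the cultured ovaries, with a median of 27.2. Olr920 had the largest difference of them, from 31.0 ± 2.28 (SD, n = 3) in control ovaries to 44.0 ± 3.06 (SD, n = 3) with CTGF. Its unadjusted p in the methods' 2-way test was 0.0511, the largest of the 76, of which 75 were under 0.05. The signal of Olr46, now Or52k1, was 14.4 ± 0.058 (SD, n = 3) without and 17.6 ± 0.122 (SD, n = 3) with CTGF, and that of Olr727, now Or4c127, 21.1 ± 0.146 and 16.2 ± 0.171 (SD, n = 3). Of the 8, 5 were higher and 3 lower, and 1 lay above the 95th percentile of the silent tissue genes. The directions of the other 7 cannot be read above background. The 1120 olfactory receptor probe sets on the array had a median signal of 24.2, beside 23.9 for the silent tissue genes, and 4.64% of them lay above that percentile. As a group their median log2 fold change was -0.02 (adjusted p = 0.47, limma camera), and the 135 vomeronasal and 27 taste receptor genes, also sensory receptors, had the same median (adjusted p = 0.47 and 0.49).
Olfactory receptors were 8 of the 24 probe sets of the list with 1 symbol, or 0.714% of all olfactory receptor probe sets against 0.114% of other named ones (Fisher's exact test, two-sided, p = 0.000225). Named probe sets drawn at random from the same signal deciles held a median of 3 of the list, and as many as 8 in a share of 0.0023 of 10000 draws. At the study's criteria with the p from limma, 3 olfactory receptor probe sets were called, or 0.268% of them against 0.3% of other named ones (Fisher's exact test, two-sided, p = 1), and a share of 0.145 of the matched draws held as many. With no minimum difference 17 were called (Fisher's exact test, two-sided, p = 0.000142), against a median of 9 in matched draws, of which a share of 0.003 held as many. The methods' 2-way test called 0, and 6 with no minimum difference (Fisher's exact test, two-sided, p = 0.00258), with as many in a share of 0.025 of the matched draws. Without replicate 3 the count at the study's criteria with limma was 15.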

Interestingly, several olfactory receptors were found to be regulated in the ovary by CTGF treatment, Table 1 and Supplemental Table S1. In addition, an integrated gene network analysis demonstrated 11 regulated genes from this list formed a gene network with appropriate interactions with critical cellular processes (Figure 7). 

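Of the 11 coloured genes of Figure 7, 10 are on the study's list, and each of these 10 had the direction of the figure in all 3 culture batches. Egr1, an immediate early transcription factor, had a signal of 130.4 ± 2.27 (SD, n = 3) in control ovaries and 156.2 ± 2.72 (SD, n = 3) with CTGF. Rybp, a partner of RING1 and YY1, had signals of 331.0 ± 11.5 (SD, n = 3) and 404.7 ± 14.0 (SD, n = 3). Eif1, a translation initiation factor, had a log2 fold change of 0.27 (standard error 0.06), and the G protein-coupled receptor Gpr132 one of 0.29 (standard error 0.07), at signals of 27.2 and 33.1. Prmt2 and Cby1 were the 2 genes lower with CTGF, at log2 fold changes of -0.26 (standard error 0.06) and -0.35 (standard error 0.07). For Lin28, an RNA-binding protein, the probe set of Table S1 had 0.28 (standard error 0.07), and a second one that carries the symbol Lin28a had -0.28, 0.52 and 0.37 in the 3 batches. Of 15 grey genes, 12 had a named probe set. Among these, β-catenin (Ctnnb1) had a signal of 1219 ± 61.5 (SD, n = 3) in control ovaries and 1244 ± 61.6 (SD, n = 3) with CTGF. Sod1, the cytosolic superoxide dismutase, had a log2 fold change of 0.13 (standard error 0.07), and the kinase Chek2 one of 0.12 (standard error 0.06). No coloured or grey gene passed with limma over all probe sets (adjusted p = 0.994). The 10 listed genes passed when adjusted over the list alone, which is not independent evidence, since they were chosen on these samples.

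**Figure D2:**
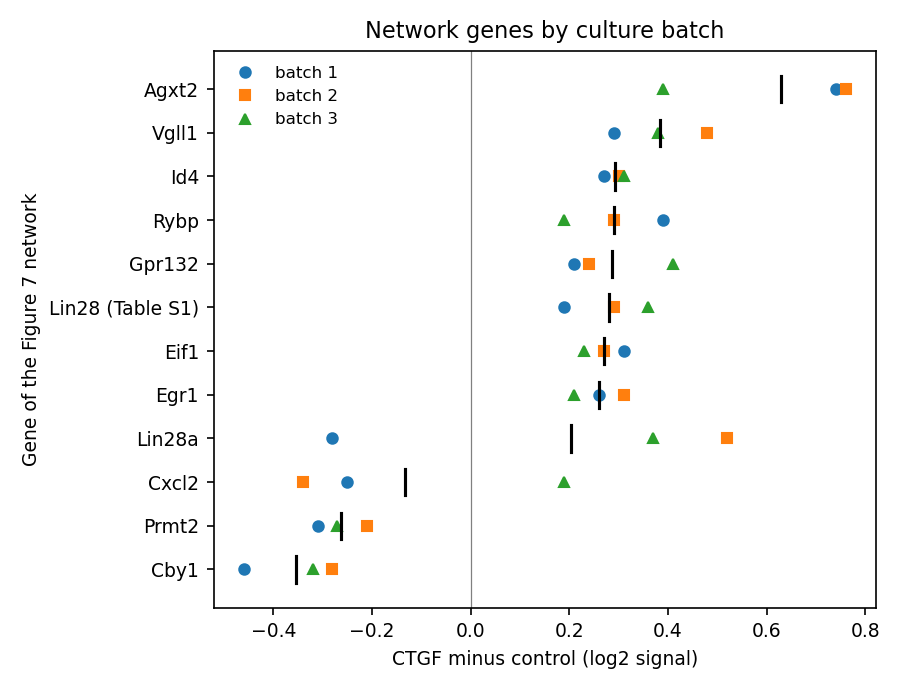
Log2 difference between CTGF and control ovaries (horizontal axis) for the coloured genes of Figure 7 (vertical axis) in culture batches 1 (circles), 2 (squares) and 3 (triangles), with their mean (black line). Agxt2 has a mean of 0.63, and the points of Cxcl2 and of Lin28a lie on both sides of 0, while the signals of Agxt2, Cxcl2, Gpr132 and Vgll1 are below the 95th percentile of the silent tissue genes.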

The most abundant functional classes of regulated genes were cell differentiation, cell cycle and apoptosis. Therefore, insights into the molecular actions of how CTGF promotes follicle assembly are provided.

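In Table 1 the apoptosis category holds 1 gene, Rybp, and the cell cycle category 1, Egr1, while the development category holds 3. The paper names its most abundant classes after its network and does not state how they were counted. These classes need not be the categories of Table 1. Among 33 measured genes of apoptosis, 16 were above and 17 below control. Bik, which promotes apoptosis, had a signal of 100.0 ± 2.11 (SD, n = 3) in control ovaries and 114.6 ± 2.38 (SD, n = 3) with CTGF. The log2 fold change was 0.17 (standard error 0.07) for Faslg, the ligand of the death receptor Fas, at signals below the 95th percentile of the silent tissue genes, and 0.11 (standard error 0.06) for Bmf, another BH3-only gene. Bcl2, which inhibits apoptosis, had -0.04 (standard error 0.08). Of 32 measured cell cycle genes, 12 were above and 20 below control, with Ccne1, a G1/S cyclin, at -0.26 (standard error 0.12), Cdk1 at -0.18 (standard error 0.11) and Plk1, a mitotic kinase, at 0.18 (standard error 0.11). In batch 3 these were -0.64, -0.50 and -0.14, and in batches 1 and 2 Ccne1 had -0.04 and -0.10, Cdk1 0.04 and -0.08, and Plk1 0.24 and 0.44. The median of the cell cycle genes was 0.12, 0.03 and -0.22 in the 3 culture batches. No member of either group passed with limma (adjusted p = 0.994), and 0 passed when adjusted over the list alone. Neither group stood apart from other genes (adjusted p = 0.48 for apoptosis and 0.59 for cell cycle, limma camera).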

**Figure 7:**
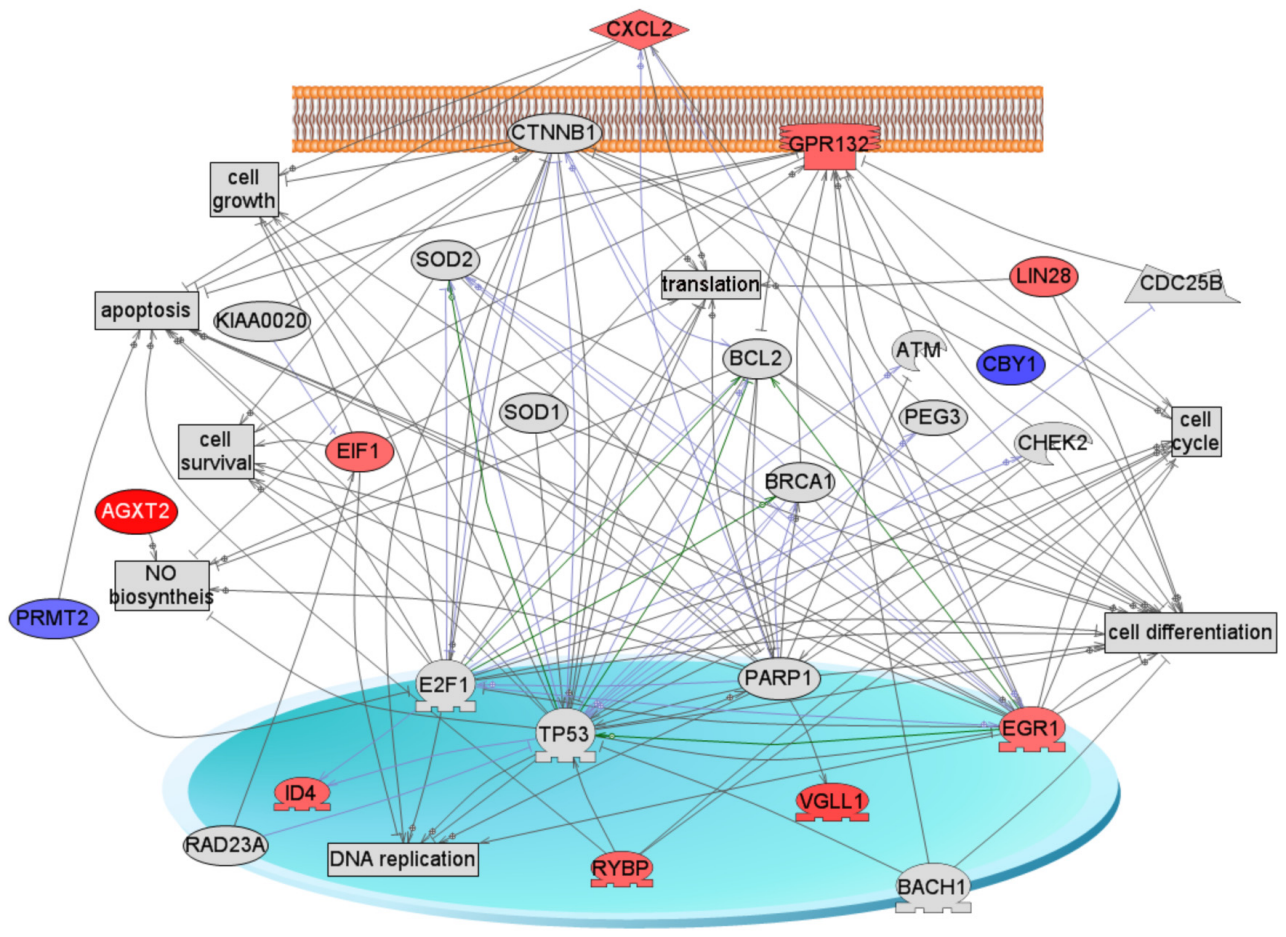
Scheme of shortest connections to cellular processes for the 76 differentially expressed genes obtained by global literature analysis (Pathway Studio, Ariadne). Only 11 connected genes from the list of 76 are shown – colored red or blue; the rest are not connected and not shown. Red color represents up-regulated genes, blue color – down-regulated genes, grey color means that gene/protein is not from the list of 76. Arrows with plus sign show positive regulation/activation, arrows with minus sign – negative regulation/inhibition; grey arrows represent regulation, lilac - expression, and green - promoter binding. Node shapes code: oval and circle – protein; crescent – protein kinase and kinase; diamond – ligand; irregular polygon – phosphatase; circle/oval on tripod platform – transcription factor; ice cream cone – receptor, rectangle - cell processes.

**Table 1:** CTGF Regulated Genes During Primordial Follicle Assembly.

*Gene Symbol*	*GenBank_Reference Sequence*	*mean_diff (CTGF-Con)*	*Ratio CTGF/Con*	*Gene Title*
**Apoptosis**				
Rybp	NM_001107879	74	1.22	RING1 and YY1 binding protein
**Cell Cycle**				
Egr1	NM_012551	26	1.20	early growth response 1
**Cytoskeleton & ECM**				
Mybpc1	X90475	−14	0.82	myosin binding protein C, slow type
**Development**				
Id4	NM_175582	12	1.23	inhibitor of DNA binding 4
Tsx	NM_019203	8	1.32	testis specific X-linked gene
Vgll1	XM_001058701	6	1.31	vestigial like 1 (Drosophila)
**Epigenetics**				
Prmt2	NM_001025144	−31	0.84	protein arginine methyltransferase 2
**Growth Factors**				
Cxcl1	NM_030845	35	1.21	chemokine (C-X-C motif) ligand 1 (melanoma growth stimulating activity, alpha)
**Immune Response**				
LOC683127	XM_001064581	−32	0.77	similar to CD209a antigen
**Metabolism**				
Agxt2	NM_031835	14	1.54	alanine-glyoxylate aminotransferase 2
Ard1b	NM_001024742	12	1.20	ARD1 homolog B (S. cerevisiae)
Pdia5	NM_001014125	26	1.33	protein disulfide isomerase family A, member 5
**Proteolysis**				
Spink5l1	NM_001008874	4	1.22	Kazal type serine protease inhibitor 1
**Receptors & Binding Proteins**				
Ly49s6	NM_001009488	−7	0.79	Ly49 stimulatory receptor 6
Olr1226	NM_001000442	−10	0.84	olfactory receptor 1226
Olr46	NM_001001001	3	1.23	olfactory receptor 46
Olr630	NM_001001059	5	1.31	olfactory receptor 630
Olr684	NM_001001378	5	1.21	olfactory receptor 684
Olr690	NM_001000569	5	1.21	olfactory receptor 690
Olr727	NM_001000619	−5	0.76	olfactory receptor 727
Olr901	NM_001000057	−8	0.78	olfactory receptor 901
Olr920	NM_001001356	13	1.42	olfactory receptor 920
RGD1559730	AAHX01105426	−7	0.78	similar to putative pheromone receptor (Go-VN4)
Vom2r12	NM_001099488	−3	0.83	vomeronasal 2 receptor, 12
**Signaling**				
Cby1	NM_145676	−23	0.78	chibby homolog 1 (Drosophila)
Gpr132	NM_001170595	6	1.22	G protein-coupled receptor 132
MGC109340	BC092634	−25	0.83	similar to Microsomal signal peptidase 23 kDa subunit (SPase 22 kDa subunit) (SPC22/23)
Minpp1	NM_019263	20	1.28	multiple inositol polyphosphate histidine phosphatase 1
LOC690930	XM_001078213	−5	0.84	similar to membrane-spanning 4-domains, subfamily A, member 6B
**Transcription**				
Dnaja4	NM_001025411	7	1.24	DnaJ (Hsp40) homolog, subfamily A, member 4
Dnajc30	NM_001109024	−16	0.72	DnaJ (Hsp40) homolog, subfamily C, member 30
Hint1	BC168732	−7	0.77	histidine triad nucleotide binding protein 1
RGD1564534	BC111405	16	1.50	similar to CHCHD4 protein
**Translation & Protein Modification**				
Eif1	NM_001105837	13	1.20	eukaryotic translation initiation factor 1
Lin28	NM_001109269	31	1.21	lin-28 homolog (C. elegans)
LOC298509	XR_007384	−6	0.82	similar to 60S ribosomal protein L21
LOC688243	ENSRNOT00000045033	−6	0.82	similar to Nucleolin (Protein C23)

## Discussion

Previous ovarian transcriptome analysis demonstrated that TGFβ-1 is highly expressed during the follicle assembly process when compared to ovaries containing primordial or primary follicles [34]. In addition, the ability of progesterone to inhibit follicle assembly resulted in a dramatic increase in expression of CTGF [33]. CTGF and TGFβ-3 were among the few growth factors shown to be regulated. TGFβ-1 and TGFβ-3 act on the same receptor complex to stimulate the same signaling cascade. CTGF and TGFβ-1 are also known to regulate each others' functions [41], [42]. Therefore, CTGF and TGFβ-1 were investigated as potential regulators of primordial follicle assembly utilizing whole ovary organ cultures.

Observations from the two-day ovary culture experiments demonstrates that CTGF promotes primordial follicle assembly. TGFβ-1 treatment was not found to have an effect alone. The combined treatment of CTGF and TGFβ-1 stimulated follicular assembly to the same degree as CTGF alone. Therefore, TGFβ-1 had no effect on the proportion of oocytes assembled into follicles after two days of culture. Treatment with progesterone (P_4_) inhibited follicle assembly as previously described [31], and was used as a positive control in these experiments. Analysis of oocyte density demonstrated that the combined treatment of CTGF with TGFβ-1 induced a significant decrease in oocyte number. This suggests that the two factors synergize to modify oocyte number and demonstrates that initially it is possible to manipulate follicle pool size. One possible way to stimulate follicular or ovarian development and decrease pool size is by increasing apoptosis of the oocytes. This was tested with a cellular apoptosis assay, but no significant effect of any treatment was demonstrated. Therefore, CTGF and the combined CTGF & TGFβ-1 treatment groups appear not to act through altering apoptosis. However, it is possible that a difference in apoptosis rates may not be detectable at two days of culture. Further studies with shorter or longer culture periods are needed to clarify if there is a period at which CTGF and TGFβ-1 affect apoptosis. Alternatively, CTGF may modify the extra-cellular matrix (ECM) of either pre-granulosa cells or the oocytes. In summary, after two days of ovary culture CTGF was found to induce primordial follicle assembly while a combined CTGF and TGFβ-1 treatment initially reduced the pool of oocytes in the ovary.

Morphologically, the basement membranes of the nests are degraded and new membranes around primordial follicles are formed during follicle assembly. This ECM formation and breakdown is essential for follicular development [37]. CTGF has previously been shown to affect ECM structure and stability in other tissues [36]. CTGF was primarily localized to the ECM of nest basement membranes and to the cell membranes of individual oocytes. These results are consistent with the general sub-cellular localization of CTGF in other tissues [36]. So one mechanism of action for CTGF may be for CTGF to affect ECM during follicle assembly, possibly promoting the cell migration that is a part of primordial follicle formation [37].

Ovaries were also treated for ten days in culture to investigate the possibility of manipulating the primordial follicle pool size at a time near the end of follicle assembly. In the event the number of assembled follicles could be affected with a growth factor treatment, observations would indicate the possibility of affecting the primordial follicle pool size and thus reproductive lifespan of a female. The nests found after 10 days of treatment were markedly smaller than nests after two days (Figure 2D). *In vivo* no unassembled nests would be observed after 10 days of postnatal development, but the ovary organ culture system has the capacity to retain small nests of unassembled oocytes. After 10 days of culture, CTGF was not found to increase the proportion of assembled follicles as was observed after two days of treatment. The likely explanation for this is that CTGF only increases the rate of follicle assembly. The control untreated ovaries appear to have “caught up” developmentally over the longer 10-day culture time period.

Interestingly, the combined treatment of both CTGF and TGFβ-1 was observed to increase the proportion of assembled follicles over ten days. This suggests that CTGF and TGFβ-1 act synergistically to promote follicle development since the CTGF treatment group alone did not have an effect after ten days of culture. This also indicates this treatment may affect follicle transition which takes place immediately after assembly. In contrast, progesterone was seen to inhibit follicle assembly and development over ten days [31]. Progesterone was found to increase the proportion of unassembled follicles, and the combined CTGF and TGFβ-1 treatment decreased the proportion of unassembled follicles. Therefore, the inhibitory effects of progesterone and stimulatory effects of the combined CTGF and TGFβ-1 treatment on primordial follicle assembly can be explained by their respective actions on the unassembled follicle pool, even without their having effects on the total number of oocytes. The separate actions of TGFβ-1 and CTGF on follicle assembly appear different than their combined effects. For example, TGFβ-1 alone decreased total oocyte number in 10-day ovary cultures, while TGFβ-1 plus CTGF did not. This suggests that their actions combined are not simply the additive result of their separate actions. It is likely that the synergism of signaling pathways from both CTGF and TGFβ regulate specific and novel cellular functions.

Observations suggest the expression of progesterone, CTGF and TGFβ expression are coordinated with each other. Previous studies of rat follicle assembly indicates progesterone treatment of ovaries resulted in a 2.7-fold change in CTGF mRNA expression, and a 1.6-fold change in TGFβ-3 expression [33]. In the current study microarray analysis revealed that CTGF treatment resulted in a small (1.1-fold) but statistically significant (p<0.05) increase in TGFβ-3 expression. 

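Tgfb3, which encodes TGFβ-3, had a signal of 271.9 ± 2.18 (SD, n = 3) in control ovaries and 292.0 ± 3.49 (SD, n = 3) with CTGF, 1.07 times control. Its log2 fold change was 0.10 (standard error 0.06), and it was 0.12, 0.12 and 0.07 in the 3 culture batches (adjusted p = 0.994, limma). At an unadjusted p under 0.05 it was called by the methods' 2-way test and not by limma. The log2 fold change of Tgfb1 was -0.04 (standard error 0.08) and that of Tgfb2 0.06 (standard error 0.07), and neither had the same sign in all 3 batches. Ccn2, the gene of CTGF itself, had a signal of 41.1 ± 1.80 (SD, n = 3) in control ovaries and 39.4 ± 1.69 (SD, n = 3) with CTGF. Its log2 fold change was -0.06 (standard error 0.07), and without replicate 1 it was 0.01. The signals of Ccn2 and Ccn4 lay below the 95th percentile of the silent tissue genes, so their directions cannot be read above background. Of the other CCN family members, Ccn1 had a log2 fold change of 0.09 (standard error 0.09), Ccn3 -0.08 (standard error 0.07), Ccn4 -0.06 (standard error 0.11) and Ccn5 -0.04 (standard error 0.08). Among 16 measured TGFβ ligands, receptors and mediators, 9 were above and 7 below control, with Smad7, an inhibitor of the pathway, at 0.10 (standard error 0.11) and also at signals below that percentile. Of 14 targets of YAP and TEAD, a group that includes Ccn1 and Ccn2, 9 were above and 5 below. In limma camera the adjusted p was 0.59 for the TGFβ group, 0.57 for the CCN family and 0.70 for the YAP and TEAD targets.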

In other organ systems it has been shown that CTGF and TGFβ-1 modulate each other's expression and actions [41], [42]. The signaling pathways that link the expression suggest the assembly-inhibiting actions of progesterone stimulates the expression of CTGF and TGFβ's that in turn can promote follicle assembly. Observations suggest the inhibition of follicle assembly may prime the factors that in turn stimulate assembly.

The total number of oocytes per ovarian cross-section was measured in the ten-day culture experiments. Interestingly, none of the treatments that affected the percentage of assembled follicles (i.e. CTGF and TGFβ-1, or P_4_) resulted in a significantly different number of oocytes when compared to controls. Therefore, the altered percentage of primordial follicles was due to corresponding alterations in the assembly of unassembled oocytes into primordial follicles and not from altered oocyte number. However, TGFβ-1 treatment was found to significantly reduce the total number of oocytes per cross section compared to controls. Observations indicate that TGFβ-1 reduced the total oocyte number, such that the actions of TGFβ may reduce the future capacity for follicular development. Although the postnatal alteration in oocyte number suggests the possibility of manipulating the primordial follicle pool and reproductive lifespan for a female, previous studies have suggested that at puberty the primordial follicle pool may normalize. For example, an increased number of assembled follicles caused by activin treatment prepubertally was reduced to normal levels during puberty [30]. Further studies are needed to determine if the mechanisms involved during puberty compensate for any earlier prepubertal primordial follicle pool size manipulation.

Investigation of the molecular events involved in CTGF induction of primordial follicle assembly used a microarray analysis of the ovarian transcriptome. The 76 genes regulated by CTGF impact numerous cellular processes with cell differentiation and cell cycle being prominent. The gene network identified suggested an extracellular growth factor (CXCL2), receptor signaling (GPR132 and CTNNB1), numerous signaling systems and transcriptional factors are all involved in primordial follicle assembly, Figure 7. 

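Among 30 measured immediate early genes, which respond early to growth factors, 21 were above and 9 below control, and the median log2 fold change was 0.06. Klf10, a zinc finger factor induced by TGFβ, had a signal of 157.2 ± 3.34 (SD, n = 3) in control ovaries and 179.4 ± 3.12 (SD, n = 3) with CTGF. Zfp36, an RNA-binding protein that shortens the life of messages, had a log2 fold change of 0.18 (standard error 0.07) and Srf, the serum response factor, -0.17 (standard error 0.07). The group had an adjusted p of 0.087 in limma camera, and adjusted p = 0.934 with an estimated correlation. Of 31 genes of activin and BMP signaling, 13 were above and 18 below control. Id4 was higher in all 3 batches. Bmp6 had a log2 fold change of 0.21 (standard error 0.09), with 0.10, 0.43 and 0.09 in the 3 batches. Grem1, a BMP antagonist, had 0.18 (standard error 0.07) at signals below the median of the silent tissue genes, and Bmp2 -0.16 (standard error 0.08) at signals below their 95th percentile, so neither direction can be read above background. Of 35 genes of WNT and β-catenin signaling, 18 were above and 17 below, with Wnt2, whose signals also lay below that percentile, at 0.15 (standard error 0.07) and Rspo2 at 0.12 (standard error 0.07; 0.05, 0.21 and 0.11 in the 3 batches). Rnf43, which removes WNT receptors from the cell surface, had -0.20 (standard error 0.09), with -0.45, -0.10 and -0.06 in the 3 batches. Neither signaling group stood apart from other genes (adjusted p = 0.90 for both, limma camera). No gene of these 3 groups passed over all probe sets with limma (adjusted p = 0.994), and 0 passed when adjusted over the list alone.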

Numerous potential signal transduction processes and families of transcription factors are regulated by CTGF, Supplemental Tables 1 and S1. Clearly the cytokine CXCL2 is a potential regulator of primordial follicle assembly that needs to be investigated. Further information is needed before specific pathways or transcription processes could be considered for therapeutic targets. However, the molecular actions of CTGF on primordial follicle assembly provide insights into this critical developmental process.

In summary, experiments using postnatal day 0 cultured rat ovaries were performed to determine the effects of CTGF and TGFβ-1 on primordial follicle assembly. CTGF alone was found to stimulate primordial follicle assembly. Treatment with CTGF and TGFβ-1 together was found to stimulate follicle assembly. Neither of these treatments were found to act through an apoptotic pathway or alteration in oocyte number. Interestingly, TGFβ-1 alone was found to decrease the number of oocytes and follicles over ten days suggesting the possibility that primordial follicle pool size may be manipulated. This treatment will need to be tested *in vivo* to determine if the reproductive lifespan of females can be manipulated. Understanding the processes of follicle assembly and follicle transition could lead to therapies to prevent premature ovarian failure or to the ability to manipulate the onset of menopause. The current study identifies CTGF as one of the few growth factors known to be involved in primordial follicle assembly, and TGFβ-1 as a factor that can reduce prepubertal follicle pool size.

## Supporting Information

Table S1 List of differentially expressed genes in rat P0-Ovary under in vitro CTGF treatment (76 genes).

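Table S1 gives for each probe set the mean of the CTGF arrays minus that of the control arrays, un-logged, and the ratio of the means, so that a ratio above 1 means a higher signal with CTGF. The ratio computed from the deposited values lay within 0.01 of the table for all 76 probe sets. The differences in the table were 10 or less in size for 43 of the 76, among them Olr46, whose signal with CTGF minus control was 3.28 in the deposited values. A symbol is given for 46 of the 76 probe sets, and 24 carry 1 symbol in the platform annotation used here. The 76 hold 74 distinct sets of values, since 2 probe sets repeat the values of another one.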

(0.06 MB PDF) Click here for additional data file.

# Supplementary material for: Induction of Ovarian Primordial Follicle Assembly by Connective Tissue Growth Factor CTGF
**Source:** PLoS One. 2010 Sep 24;5(9):e12979. doi: 10.1371/journal.pone.0012979
**Supplement:** Table S1 — List of differentially expressed genes in rat P0-Ovary under in vitro CTGF treatment (76 genes). (0.06 MB PDF)

Supplemental Table 1

List of differentially expressed genes in rat P0-Ovary under *in vitro* CTGF treatment (76 genes)

|                                    |                    |      |      |          |                                              |
|------------------------------------|--------------------|------|------|----------|----------------------------------------------|
| <b>Miscellaneous &amp; Unknown</b> |                    |      |      |          |                                              |
| Fam83b                             | NM_001108169       | -5   | 0.83 | 10918770 | family with sequence similarity 83, member B |
| LOC499144                          | ENSRNOT00000024645 | -45  | 0.84 | 10706363 | hypothetical protein LOC499144               |
| LOC688531                          | AAHX01103576       | -22  | 0.82 | 10779575 | similar to Spetex-2C protein                 |
| LOC688531                          | AAHX01103576       | -24  | 0.81 | 10779565 | similar to Spetex-2C protein                 |
| <b>EST's</b>                       |                    |      |      |          |                                              |
| RGD1564937                         | NM_001134636       | -5   | 0.81 | 10917293 | similar to RIKEN cDNA 1110032A03             |
| LOC366913                          | XR_007555          | 11   | 1.24 | 10903187 | hypothetical gene supported by NM_012963     |
| LOC500947                          | NM_001144870       | -11  | 0.81 | 10908084 | hypothetical gene supported by BC088439      |
|                                    | NC_001665          | 216  | 1.23 | 10930569 |                                              |
|                                    | ENSRNOT00000056466 | -101 | 0.74 | 10824788 |                                              |
|                                    | ENSRNOT00000053884 | -24  | 0.64 | 10804339 |                                              |
|                                    | AAHX01034922       | 8    | 1.23 | 10867629 |                                              |
|                                    | XR_005979          | -4   | 0.82 | 10935242 |                                              |
|                                    | rno-mir-15b        | -24  | 0.78 | 10815913 |                                              |
|                                    | GENSCAN00000046391 | -5   | 0.80 | 10856213 |                                              |
|                                    | GENSCAN00000023337 | 127  | 1.23 | 10820008 |                                              |
|                                    | ENSRNOT00000061205 | -19  | 0.70 | 10800513 |                                              |
|                                    | ENSRNOT00000054186 | -8   | 0.80 | 10887022 |                                              |
|                                    | ENSRNOT00000054186 | -8   | 0.80 | 10887038 |                                              |
|                                    | ENSRNOT00000054183 | -3   | 0.81 | 10787848 |                                              |
|                                    | ENSRNOT00000053920 | -17  | 0.79 | 10880159 |                                              |
|                                    | ENSRNOT00000053920 | -17  | 0.79 | 10880161 |                                              |
|                                    | ENSRNOT00000053527 | -5   | 0.80 | 10932910 |                                              |
|                                    | ENSRNOT00000053115 | -5   | 0.78 | 10722315 |                                              |
|                                    | ENSRNOT00000052903 | 8    | 1.23 | 10903518 |                                              |
|                                    | ENSRNOT00000052808 | 9    | 1.30 | 10933949 |                                              |
|                                    | ENSRNOT00000051775 | -8   | 0.72 | 10770827 |                                              |
|                                    | ENSRNOT00000031920 | 6    | 1.29 | 10711399 |                                              |
|                                    | AABR03116355       | -5   | 0.84 | 10829618 |                                              |
|                                    | ENSRNOT00000052215 | 9    | 1.30 | 10773706 |                                              |
|                                    | ENSRNOT00000051003 | -10  | 0.81 | 10734770 |                                              |
|                                    | ENSRNOT00000000043 | -4   | 0.83 | 10867491 |                                              |
|                                    | ---                | 43   | 1.59 | 10809904 |                                              |
|                                    | ---                | -24  | 0.63 | 10799310 |                                              |
|                                    | ---                | 4    | 1.21 | 10818241 |                                              |
|                                    | ---                | 2    | 1.21 | 10729571 |                                              |
|                                    | ---                | -7   | 0.75 | 10750926 |                                              |
|                                    | ---                | -8   | 0.78 | 10937572 |                                              |

How the deposited data were processed for this re-analysis (not part of the article)

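Transcripts were measured on arrays in 6 samples, 3 pools of control ovaries and 3 pools of ovaries treated with CTGF at 500 ng/ml for 24 h, from 3 culture batches with 1 control and 1 CTGF pool each. The authors summarized the probes of each probe set to a log2 value with RMA in Partek, as the submitters' processing notes and the methods name them, and the methods state a GC-content adjustment. The deposited log2 values have 2 decimals and cover 27342 probe sets, and no value column was left without a sample. The samples were grouped by their labels, and the labels also name the organ culture date batch of each.

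The deposited values carry a further step that the paper's text does not describe. For each probe set the mean of the control and CTGF array was equal in the 3 batches to within 0.005, and the deviations of the paired arrays from their group means correlated at -0.9988, -0.9988 and -0.9991 across probe sets. The differences between batches had thus been taken out before deposit. The pairing by batch comes from these labels, and the methods block for it. The correlations follow from this step and say nothing more about the pairing. The control and CTGF groups have nearly equal SDs for the same reason, and a planned test of differences between batches had nothing left to measure (0 probe sets in limma, and 0 at an unadjusted p under 0.05). A fit with no batch term counts 4 residual degrees of freedom where 2 are left.

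Fold changes and tests come from limma 3.58.1 in R 4.3.3 (lmFit and eBayes, culture batch as a block), on the deposited values without a filter, with Benjamini-Hochberg adjustment over all probe sets. The prior degrees of freedom were 4.22. Probe sets at the study's criteria have a ratio of un-logged means, taken as CTGF over control as in Table S1, over 1.20 or under 0.83, a difference of un-logged means over 10 and an unadjusted p under 0.05. The methods' 2-way test, without moderation of the spread, was an alternative, and 26 probe sets with no residual spread have no p in it. Gene lists were tested with limma camera, with a preset correlation of 0.01 and with an estimated one, and with fry, using for each gene its probe set with the highest mean signal. Of 32 lists fixed in advance, 1, of microRNA genes, had no named member, and 31 were tested.

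Names come from the platform annotation. Of 15097 probe sets with 1 symbol, 15067 matched a RefSeq gene of the GRCr8 assembly by Entrez number, which gave current symbols. Coordinates are not given, since the array annotation uses another assembly. Olfactory receptor genes were recognized by their Olr symbols or synonyms. For probe sets of Table S1 without a symbol in the annotation, the name in that table was used (Lin28, Eif1, Gpr132 and Vgll1 among others). Across the array 333 probe sets have the same values as another one.

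Before the data were examined, the sample groups, tests, gene lists and most alternatives were fixed, with the rule for named genes. This rule takes each gene of Table 1 and Table S1, the coloured genes of Figure 7, Cxcl1, Cxcl2, the TGFβ and CCN genes, the 10 higher and 10 lower genes with the smallest p among probe sets with 1 symbol, a ratio of at least 1.2 and one direction in all 3 batches, and up to 4 members of each described list with the smallest p. The values of Table 1 and Table S1 had been seen by then. The grey genes of Figure 7 and further members of the leukocyte list are also reported, and those of them that are named, such as Sod1, Chek2 and Mrc1, were chosen after their values were seen. The alternatives were a fit with no batch term, quantile normalization, array medians centred, filters on signal, trend and robust options, the methods' 2-way test, each replicate left out, other thresholds, the ratio as control over CTGF as the methods write it, and an estimated correlation.

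The procedure was tested on simulated data with the spread of the real probe sets, for the CTGF against control comparison over 27342 probe sets. Of 50 probe sets changed 1.2-fold, 14% were recovered at an adjusted p under 0.05, and of 50 each changed 1.5-fold, 2-fold and 4-fold, 100%. In the real data the probe sets of Table S1 with the highest and lowest ratios, 1.59 and 0.628, had adjusted p = 0.994 in limma. That 0 probe sets passed therefore does not rule out changes of 1.5-fold. In 20 simulations with no effect, 86 to 123 probe sets were called at the study's criteria with the p from limma, 19 to 39 with the p of the methods' 2-way test, and 35 to 53 with the latter and no minimum difference. The simulations assume independent probe sets. On average 4.78% of their probe sets had an unadjusted p under 0.05 in limma, against 3.35% in the real data. Their counts are therefore not an exact reference for the real ones. The array intensities before summarization and the tissue sections, counts of follicles and other cultures of the paper were not used here.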

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

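The tests of the olfactory receptors' signal, of the batch 3 pools and of exchanged arrays were chosen after the results were seen, as were the splits of the arrays, apart from those for gene lists.

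Leukocyte genes, which the paper does not discuss, had a median log2 fold change of -0.082 (CTGF minus control), and 20 of 28 measured genes were below control. This was the 1 list of 31 to pass with limma camera (adjusted p = 0.0265, and adjusted p = 0.934 with an estimated correlation, 0.0918 with no replicate block). The estimated correlation of the leukocyte genes, 0.00965, was not above the preset 0.01, so a higher correlation is not the reason for that loss. Cpa3, a mast cell protease, had a signal of 341.9 ± 81.6 (SD, n = 3) in control ovaries and 193.6 ± 45.8 (SD, n = 3) with CTGF, and its log2 fold change of -0.82 was -0.14, -0.80 and -1.52 in the 3 batches. The log2 fold change was -0.21 (standard error 0.08) for the complement gene C1qa of macrophages, with -0.23, -0.03 and -0.36 in the batches, and -0.07 (standard error 0.10) for their receptor Mrc1, with 0.16, -0.04 and -0.32. Kit, which is also on the oocyte list, had 0.19 (standard error 0.07). A general shift of dim probe sets is argued against, since lists matched on signal had a median as low in a share of 3e-04 of 10000 draws, and 1 batch as the whole cause is argued against too, since the median was below 0 in 3 of 3 batches (-0.05, -0.08 and -0.10), beyond the central 95% of matched lists in batches 2 and 3. In batch 1 it lay within it, at percentile 10.8, and without replicate 3 the median over the others was -0.035. Fewer leukocytes in the CTGF pools stay open as a candidate explanation: of 19 members above the silent tissue genes' 95th percentile, 73.7% were below control, between the bounds set for this test in advance. These were 14 genes, and those not lower were Kit, Csf1r (0.07), Lyz2 (0.09), Laptm5 (0.07) and Cd68 (0.003). Endothelial, stroma and matrix genes also had medians below 0 over the 3 batches (-0.06, -0.05 and -0.02), but by batch in batch 3 alone. Without replicate 2 or 3 the list no longer passed (adjusted p = 0.108 and 0.182, against 0.0091 without replicate 1). Other splits of the arrays gave up to 13 passing lists.

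At the study's criteria with the p from limma, 89 probe sets outside the 76 of Table S1 were called, which the paper does not report. With them the calls numbered 119, within the 86 to 123 of 20 simulations with no effect. This count does not stand apart from those simulations, which are not an exact match of the real data. The methods' 2-way test with no minimum difference called 68, above the 35 to 53 of the simulations, and 67 of these are among the 76, while at the study's criteria it called 30, within 19 to 39. The 68 do not stand apart from other splits of the arrays, since exchanging the arrays of batch 1, 2 or 3 gave 60, 100 and 131. The 6 arrays can be split into 3 and 3 in 10 ways, too few for a share under 0.05. The real split gave 119 calls and the highest other 357, and 4 of the 10 splits gave 119 or more, which are those with 1 array of each batch in each group. The other 3 of these part as many pairs as the real split and gave 170 to 357 calls. At an adjusted p under 0.05 in limma the real and the highest other split both gave 0 calls. The share of probe sets at an unadjusted p under 0.05 was 3.35% in the real split and 7.64% in the highest other, and the number of passing gene lists was 1 and 13.

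The split with 357 calls exchanges the control and CTGF arrays of batch 3, which points to a structure of the samples, and across probe sets, which are not independent replicates, the CTGF minus control differences correlated at 0.0591 between batches 1 and 2, at -0.132 between 1 and 3 and at -0.137 between 2 and 3. In batch 3 the median difference was -0.27 for stroma, -0.21 for extracellular matrix, -0.18 for endothelial and -0.10 for leukocyte genes, and 0.16 for oocyte and 0.23 for meiosis genes, and all 6 lists lay beyond the central 95% of lists matched on signal. Some lay beyond it on the other side in other batches: stroma genes in batch 1 (0.13), matrix genes in batches 1 and 2 (0.08 and 0.07) and meiosis genes in batch 2 (-0.24). Meiosis genes in batch 1 (0.15) and leukocyte genes in batch 2 (-0.08) lay beyond it on the same side as in batch 3. Lists that do not mark a cell type moved in batch 3 too. Cholesterol synthesis genes had medians of 0.11, 0.14 and -0.37 in the 3 batches, and cell cycle genes 0.12, 0.03 and -0.22. These were not compared with lists matched on signal. Another share of stromal and germ cells in the pools of batch 3 may be the source, and with 1 pair of pools per batch an effect of CTGF on these cells in that batch was not tested apart from it. Exchanged arrays in batch 3 stay open too, since both correlations with batch 3 are below 0 while that of batches 1 and 2, 0.0591, is above 0 but smaller in size.

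Of the 8 olfactory receptors of the study's list, 12.5% lay above the 95th percentile of the silent tissue genes. This is between the bounds set for the test, of which the lower one, 1 in 10, could be met only by 0 of 8, so the test does not decide for the 8 as a set. The directions of the 7 below the percentile cannot be read above background, and of all olfactory receptor probe sets 4.64% lay above it, beside 6.38% of those of the silent tissue genes. Among the list's 24 probe sets with 1 symbol, 8 were olfactory receptors, against a median of 3 in 10000 draws of named probe sets matched on signal. A share of 0.0023 of the draws held as many, which argues against an equal share only if probe sets are independent. The list's probe sets without 1 symbol were not compared. At the study's criteria no excess was seen. There, 3 were called with limma (as many in a share of 0.145 of the draws) and 0 with the methods' 2-way test. With no minimum difference an excess was seen, with 17 called with limma and 6 with the methods' 2-way test. As many were held in a share of 0.003 and 0.025 of the draws. The draws treat probe sets as independent, while limma camera estimated a correlation of 0.164 among olfactory receptor genes. Related receptors could share probe sequences, which was not tested.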

How the results depend on the processing

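With no replicate block, quantile normalization, array medians centred, trend and robust options, the methods' 2-way test and each replicate left out, 0 probe sets passed an adjusted p of 0.05, and all 76 of Table S1 kept their direction. Under these alternatives 74 to 76 of the 76, and all 10 listed network genes, were called at an unadjusted p under 0.05. With the filters on signal 0 probe sets passed too, and the 76 were not followed there. The rounded ratio limits and the ratio as control over CTGF were chosen after seeing the data. In the following, no cause was tested beyond what the construction of an alternative shows.

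Probe sets at the study's criteria numbered 119 (52 higher, 67 lower). They were 30 (15 and 15) with the methods' 2-way test, 217 (98 and 119) with no minimum difference, 68 (31 and 37) with both, 7 (3 and 4) at a ratio of 1.5, and 94 (32 higher) with both and ratio limits of 1.20 and 0.84 after rounding. With the ratio as control over CTGF they were 120, 30 (13 and 17) with the methods' 2-way test, and 70 (29 and 41) with no minimum difference too. Leaving out 1 replicate gave 185 to 273 (71 to 151 higher, 85 to 122 lower), from fewer samples. Olfactory receptor probe sets among them were 3, but 0 with the methods' 2-way test, 17 with no minimum difference, 6 with both (7 with the ratio as control over CTGF), and 3 to 15 without 1 replicate.

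With no replicate block 16.1% of probe sets had an unadjusted p under 0.05, against 3.35%, because the batches had been taken out of the values and that fit counts too many degrees of freedom; simulated values treated alike gave 20.7% against 5.28%. Of gene lists 1 passed, against 0 with no replicate block or with an estimated correlation, 2 with quantile normalization, 4 above the median signal and 2 to 12 without 1 replicate. Leukocyte genes, at a median of -0.082, no longer passed with an estimated correlation (-0.082, adjusted p = 0.934), with no replicate block (-0.082, adjusted p = 0.0918, limma camera) and without replicate 2 and 3 (range -0.13 to -0.035 over the 3 replicates left out). Immediate early genes passed with quantile normalization (adjusted p = 0.0488 in limma camera), above the median signal (0.0379) and without replicate 3 (0.0122), and oocyte genes above the median signal (0.0379) and without replicate 2 (0.0094). With an estimated correlation, on all arrays and probe sets, neither list passed (adjusted p = 0.934 for both, limma camera). In that setting 0 of the 31 lists had even an unadjusted p under 0.05. Not passing there therefore does not set the leukocyte, immediate early or oocyte genes apart from other lists.

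Directions that turned were those of small log2 fold changes when 1 replicate was left out: Ccn2 (-0.11 to 0.01), Tgfb1 (-0.11 to 0.02), Tgfb2 (-0.005 to 0.09), Ccn1 (-0.015 to 0.18), Ccn4 (-0.18 to 0.10), Ccn5 (-0.10 to 0.03) and Ctnnb1 (-0.03 to 0.11). Tgfb3 stayed between 0.095 and 0.12 in all settings run. Low signal limits what can be read from 44 of the 76 probe sets, which lay at or below the 95th percentile of the silent tissue genes.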

Differences from the paper's values

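The paper states 76 genes, 33 higher and 43 lower, where 119 probe sets met the criteria here with the p from limma and the ratio as CTGF over control, 52 higher and 67 lower. Among the alternatives set before the data were examined, the total lay within 1.5 times the paper's with probe sets above the median signal (92, of which 20 are among the paper's 76), above the 95th percentile of the silent tissue genes (107, of which 27 are), and with the methods' 2-way test and no minimum difference (68, of which 67 are). It did not with no replicate block (128), quantile normalization (121), array medians centred (126), trend and robust options (131), the methods' 2-way test alone (30), each replicate left out (185, 224 and 273), no minimum difference (217) or a ratio of 1.5 (7). The higher and the lower genes were within it under the same 3 alternatives, and the lower ones also with quantile normalization (57) and array medians centred (51). The methods' 2-way test without a minimum difference and with ratio limits of 1.20 and 0.84 after rounding called 94 probe sets, 75 of the paper's 76 among them. It was chosen after seeing the values and drops 1 of the paper's own genes.

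The stated minimum difference of 10 is not met by 43 of the 76 differences in the paper's Table S1, and 5 of its ratios are 0.84, between the stated limits. The methods give the ratio as control over treatment, while Table 1 and Table S1 give CTGF over control. With the ratio as the methods state it, an alternative chosen after seeing the values, 120 probe sets were called with limma (49 higher and 71 lower, 30 of the paper's 76 among them), 30 with the methods' 2-way test (29 of the 76), and 70 with that test and no minimum difference (29 higher and 41 lower), which hold 69 of the 76 and drop 7.

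The paper names Cxcl2 in its text without a direction and colours it as higher with CTGF in Figure 7, while its Table 1 and Table S1 list Cxcl1. Here Cxcl1 had a log2 fold change of 0.28 and Cxcl2 one of -0.13, below control in 2 of 3 batches. The signal of Cxcl2 lay below the median of the silent tissue genes, so its direction cannot be read above background. The other 10 coloured genes of Figure 7 had the direction that the figure shows.

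The paper states an increase of Tgfb3 by 1.1-fold with a p under its threshold. The ratio here, 1.07, is the same after rounding to 1 decimal. The methods' 2-way test called it at an unadjusted p under 0.05 as the paper does, and limma did not. The paper names cell differentiation, cell cycle and apoptosis as the most abundant classes, while in the paper's Table 1 the apoptosis and cell cycle categories hold 1 gene each and receptors and binding proteins 11. The paper's sentence follows the one on the network of Figure 7, so its classes and the categories of Table 1 need not be the same classification. One probe set is named Dnaja30 in Table S1 and Dnajc30 in Table 1, and the annotation gives Dnajc30.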

Other observations

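Germ cell genes were among the groups with a positive median. Of 26 measured oocyte genes, 19 were above and 7 below control, with a median log2 fold change of 0.04 (adjusted p = 0.097, limma camera; adjusted p = 0.934 with an estimated correlation). The median was 0.09 without replicate 2 (adjusted p = 0.0094, limma camera) and 0.02 without replicate 3 (adjusted p = 0.565). Kit, the receptor of KIT ligand, had a signal of 787.2 ± 28.6 (SD, n = 3) in control ovaries and 900.1 ± 31.1 (SD, n = 3) with CTGF, and was higher in 3 of 3 batches. Jag1, a NOTCH ligand, had a log2 fold change of 0.15 (standard error 0.06) and Lhx8, a transcription factor of early oocytes, 0.15 (standard error 0.08), both also higher in 3 of 3, with Lhx8 at 0.04, 0.08 and 0.34. The 22 meiosis genes had medians of 0.15, -0.24 and 0.23 in the 3 batches. Of 29 pregranulosa and granulosa cell genes, 16 were above and 13 below control, with Kitlg, the ligand of Kit, at 0.14, 0.32 and -0.04 in the 3 batches. The stroma and theca list held 7 above and 15 below, with medians of 0.13, 0.04 and -0.27 in the 3 batches, and Pdgfra, a growth factor receptor of stromal cells, at 0.11, -0.14 and -1.03. The endothelial list held 7 and 12, with medians of 0.06, 0.05 and -0.18. Among 34 genes of the extracellular matrix, 11 were above and 23 below, with medians of 0.08, 0.07 and -0.21. In these 3 lists the median was below 0 in batch 3 alone. In limma camera the adjusted p was 0.47 for meiosis, stroma, endothelial and matrix genes and 0.89 for the granulosa group.

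Of 31 matrix proteases and inhibitors, 19 were above and 12 below control. Mmp3 had a signal of 42.1 ± 1.73 (SD, n = 3) in control ovaries and 34.5 ± 1.39 (SD, n = 3) with CTGF, Mmp13, a collagenase, 29.0 ± 3.97 and 38.3 ± 5.58 (SD, n = 3), all below the 95th percentile of the silent tissue genes. Mmp13 had differences of 0.08, 0.86 and 0.26 in the 3 batches, and Timp1, their inhibitor, 0.09, 0.35 and 0.02. Integrins and other partners of CTGF held 11 above and 6 below, follicle growth factors 21 and 21, with Gdnf at 0.22 (standard error 0.06), at signals of 26.4 and 30.6 that lie below the same percentile. Steroid synthesis and receptor genes held 9 above and 8 below, with the progesterone receptor Pgr at 0.29, -0.01 and -1.41 in the 3 batches. Cholesterol synthesis genes held 4 above and 12 below, with medians of 0.11, 0.14 and -0.37 in the 3 batches. Genes of hypoxia and glycolysis held 8 and 15, and those of heat shock and the unfolded protein response 16 and 14, with Pdia5, which is on the study's list and so is not independent evidence, passing when adjusted over the list alone (adjusted p = 0.0433, limma). Among markers of tissue that could be left on an ovary, mesonephros and surface epithelium genes held 13 above and 7 below, skeletal muscle and fat genes 13 and 9, and erythroid genes 2 and 9. The 71 ribosomal protein genes held 19 above and 52 below, with a median of -0.02, and the 45 silent tissue genes 23 and 22. None of the lists from the matrix proteases on passed with limma camera, with adjusted p from 0.47 (the lowest of them, ribosomal protein, cholesterol and other lists) to 0.93 (steroid genes). With limma fry no list of the 31 passed either. The smallest adjusted p was 0.92 in its test for one direction and 0.256 in its test for changes both ways, the latter for immediate early genes.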
